# Cold-induction of afadin in brown fat supports its thermogenic capacity

**DOI:** 10.1038/s41598-021-89207-2

**Published:** 2021-05-07

**Authors:** Morten Lundh, Ali Altıntaş, Marco Tozzi, Odile Fabre, Tao Ma, Farnaz Shamsi, Zachary Gerhart-Hines, Romain Barrès, Yu-Hua Tseng, Brice Emanuelli

**Keywords:** Physiology, Endocrinology

## Abstract

The profound energy-expending nature of brown adipose tissue (BAT) thermogenesis makes it an attractive target tissue to combat obesity-associated metabolic disorders. While cold exposure is the strongest inducer of BAT activity, the temporal mechanisms tuning BAT adaptation during this activation process are incompletely understood. Here we show that the scaffold protein Afadin is dynamically regulated by cold in BAT, and participates in cold acclimation. Cold exposure acutely increases Afadin protein levels and its phosphorylation in BAT. Knockdown of Afadin in brown pre-adipocytes does not alter adipogenesis but restricts β_3_-adrenegic induction of thermogenic genes expression and HSL phosphorylation in mature brown adipocytes. Consistent with a defect in thermogenesis, an impaired cold tolerance was observed in fat-specific Afadin knockout mice. However, while Afadin depletion led to reduced *Ucp1* mRNA induction by cold, stimulation of Ucp1 protein was conserved. Transcriptomic analysis revealed that fat-specific ablation of Afadin led to decreased functional enrichment of gene sets controlling essential metabolic functions at thermoneutrality in BAT, whereas it led to an altered reprogramming in response to cold, with enhanced enrichment of different pathways related to metabolism and remodeling. Collectively, we demonstrate a role for Afadin in supporting the adrenergic response in brown adipocytes and BAT function.

## Introduction

Brown adipose tissue (BAT) has a key function as a thermal regulator, due to the distinctive presence of Uncoupling protein (Ucp)-1, which uncouples the electron transport chain to generate heat. BAT is present in adult humans^1–3^ and its presence is inversely correlated with BMI^1^. It is an attractive target for the treatment of metabolic disorders due to its unrivalled capacity to uptake and utilize fatty acids and glucose^4^. Indeed, short-term cold exposure has been shown to improve insulin sensitivity in patients with type 2 diabetes^5^. Cold exposure, or mimicking cold with β_3_-agonists^6^, is the primary mode of BAT activation^7^, although meal-induced BAT glucose uptake and thermogenesis has also been reported^8,9^, indicative of insulin as a potent stimulator of BAT thermogenesis. In agreement with this, Heine et al. recently reported that cold-induced lipolysis triggers insulin secretion from the β-cell which is indispensable for efficient energy uptake and thermogenesis in BAT^10^. The molecular interplay between the anabolic effect of insulin and catabolic β_3_-adrenenic signalling in the BAT remains largely unexplored and is generally assumed to be counter-active. Intriguingly, the mammalian target of rapamycin complex (mTORC)-1, a fundamental signalling hub in the insulin signalling pathway^11^, is also activated by β_3_-agonists in an Akt-independent manner in adipocytes, consequently promoting Ucp1 expression^12^, demonstrating that these two pathways crosstalk.

We have recently discovered that the intracellular scaffold protein Afadin, encoded by the *Mllt4* gene, is a negative regulator of insulin signalling in adipose tissues^13^. Insulin-stimulated phosphorylation of Afadin at S1795 allows its docking with the histone deacetylase (HDAC)-6, to promote downregulation of insulin receptor levels, associated with impaired insulin signalling and lipogenesis. In non-adipose tissues, Afadin has been shown to be a critical component of cell–cell contacts in the form of adherens junctions, but also as an important regulator of cell polarization, differentiation, survival, migration and gene transcription^14,15^, demonstrating the pleiotropic functions of this protein.

Since insulin action plays an important role in BAT thermogenesis, we set out to investigate the role of Afadin in the adaptation of BAT to cold exposure. Here we report that Afadin abundance is increased by cold exposure, potentially in a posttranslational manner. Furthermore, we show that Afadin is essential for the β_3_-adrenegic response in brown adipocytes and to maintain body temperature upon acute cold exposure. Afadin depletion in fat tissues led to alterations in the BAT transcriptomic profile at thermoneutrality and following a cold challenge. Thus, our data uncover the role of Afadin in modulating BAT thermogenesis and physiology.

## Results

### Afadin S1795 phosphorylation and protein abundance are increased following cold exposure in brown adipose tissue

To study the function of Afadin in BAT, we examined its regulation in BAT in response to cold, using mice housed at thermoneutrality for 3 weeks prior to cold exposure for various times^16^. Interestingly, Afadin protein levels displayed a bimodal distribution with an early increase within hours followed by a drop after 1 week of cold and ultimately rising again to a twofold increase after 3 weeks (Fig. 1a,b). Furthermore, the acute cold challenge led to a profound increase in the phosphorylation of Akt at 3 and 8 h (Fig. 1a,c), presumably driven by cold-mediated lipolysis in white adipose tissue stimulating insulin secretion^10^. We have recently shown that Afadin is phosphorylated at S1795 in response to insulin via Akt^13^, and found that Afadin S1795 phosphorylation was also increased upon 3 h of cold exposure (Fig. 1a,d). Notably, the Afadin S1795 phosphorylation followed the same bimodal distribution as the total Afadin protein with an early fourfold rise in phosphorylation after 3 h, a return to basal after 1 week of cold, and a fourfold increase after 3 weeks of cold exposure (Fig. 1a,d). However, normalizing the phosphorylated S1795 Afadin levels to total Afadin levels flattened the change in phosphorylation (Fig. 1e), revealing a strong correlation between the level of S1795 phosphorylation and the abundance of Afadin, and suggesting that Afadin S1795 phosphorylation affects total Afadin protein levels*.* To test this hypothesis, we assessed the turn-over rate of Afadin protein—with or without mutation of S1795 into alanine—in mature adipocytes. Cycloheximide, a protein synthesis blocking agent, led to the gradual decrease of Afadin (~ 50% decrease at 24 h), while insulin led to a slight increase in Afadin protein levels and partially prevented its degradation (Fig. 1f). Interestingly, the insulin-mediated effect on Afadin protein stability was abolished in adipocytes expressing an S1795A mutant, demonstrating that the phosphorylation of S1795 increases Afadin protein content in a posttranslational manner. As opposed to insulin stimulation, stimulation with β_3_-agonists did not lead to increased Afadin S1795 phosphorylation in mature brown adipocytes (Supplementary Fig. 1).

**Figure 1:**
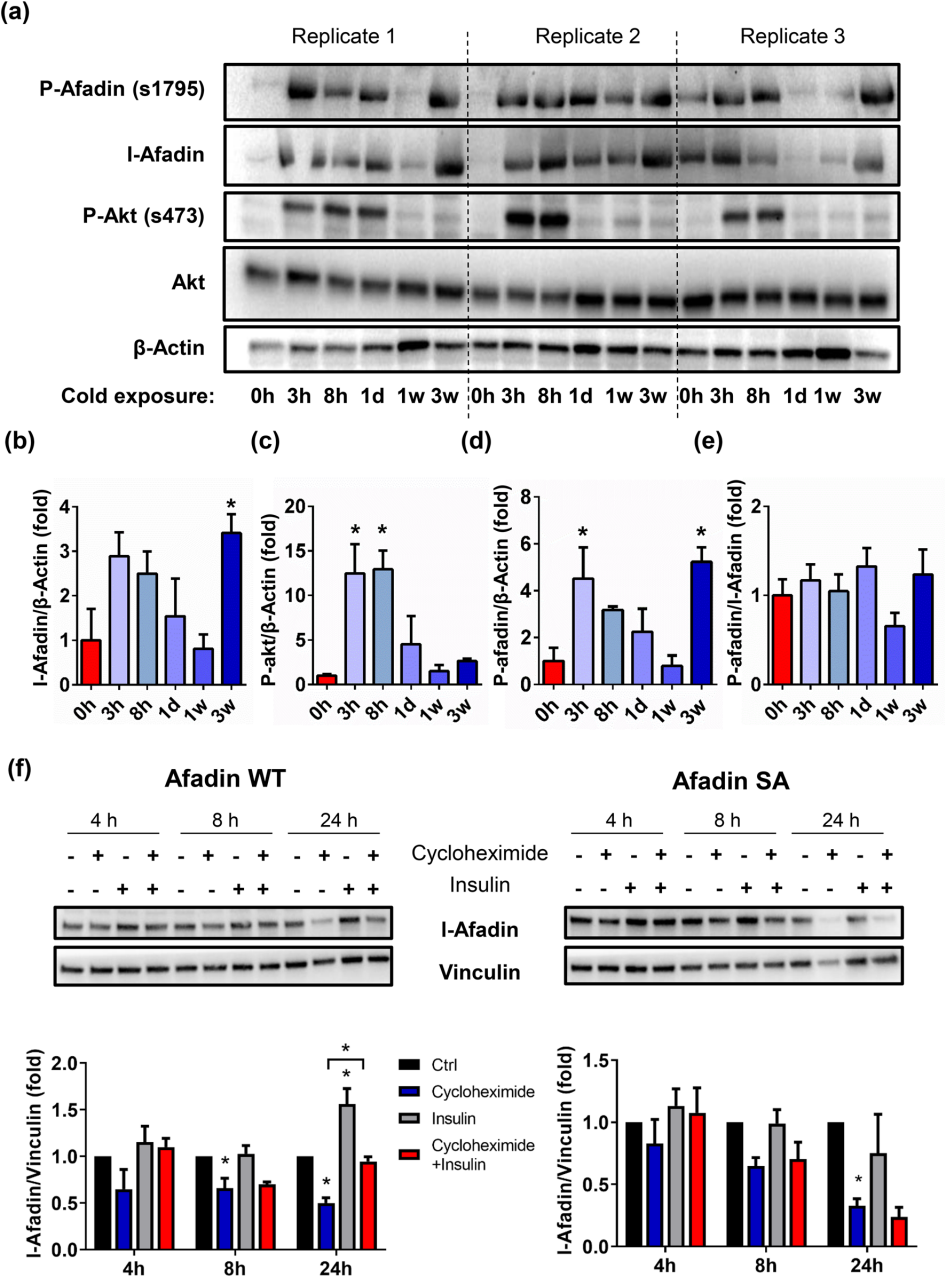
Afadin phosphorylation and abundance are regulated by cold in brown adipose tissue. (**a**) Proteins extracted from BAT were analyzed by SDS-PAGE and (**b**) l-Afadin/β-actin, (**c**) p-Akt//β-actin, (**d**) p-Afadin//β-actin and (**e**) p-Afadin/l-Afadin quantified. (**f**) l-Afadin protein levels in mature adipocytes expressing l-Afadin (Afadin WT) or S1795A l-Afadin (Afadin SA) exposed to vehicle or 10 µg/ml cycloheximide for various time points + /− 100 nM insulin. Representative blots are shown. N = 3. Data are presented as means + SEM, *p < 0.05 vs. 0 h for (**b**–**e**) and versus ctrl or indicated condition in (**f**).

Collectively, these data demonstrate that Afadin protein is regulated by cold exposure in vivo, and suggest that the increase in Afadin protein in cold-exposed mice may be due to enhanced protein stability mediated by insulin via S1795 phosphorylation.

### Afadin regulates β_3_-adrenergic induced gene expression in brown adipocytes

We next examined the function of Afadin in the brown adipocyte, using shRNA-mediated knockdown of Afadin in preadipocytes. We achieved a 91% (construct sh#1) and 68% (construct sh#2) knockdown efficacy at the protein level compared to the shGFP control cells (Fig. 2a). Next, the cells were differentiated into mature adipocytes and their adipogenic phenotype was evaluated by measuring lipid content (Fig. 2b+c) and the expression of the key adipogenic genes *Fapb4* (Fig. 2d), *Pparγ2* (Fig. 2e) and A*dipoq* (Fig. 2f). In accordance with our previous study^13^, these data show that adipogenesis was not affected by repression of Afadin. Interestingly, there was a twofold increased expression of *Mllt4* –the gene encoding Afadin- upon differentiation (Fig. 2g), further supporting a role for Afadin in the mature brown adipocyte. Since a fundamental feature of the brown adipocyte is the ability to generate heat through mitochondrial uncoupling, we tested the role of Afadin in this process by assessing the expression of key thermogenic genes in Afadin knockdown adipocytes. As expected, the expression of all genes was induced with differentiation, and stimulation with the β_3_-agonist CL 316,243 (CL) led to a further induction of *Cidea*, *Ppargc1α* and *Ucp1* (Fig. 2h–j). Notably, this potentiation was blunted in both cell-lines lacking Afadin, demonstrating that Afadin plays a critical role in the activation of thermogenic genes in the brown adipocyte. In addition, in the absence of β_3_-agonist, Afadin knockdown led to a reduction of *Prdm16* expression (Fig. 2k), indicating that this core transcriptional co-regulator of brown adipocyte development is regulated by Afadin, independently of β_3_-adrenegic stimulation. Consistent with an impaired β_3_-adrenergic response in brown adipocytes lacking Afadin, β_3_-agonist-mediated induction of HSL (Hormone-sensitive lipase) phosphorylation was reduced in Afadin-depleted cells (Fig. 2l).

**Figure 2:**
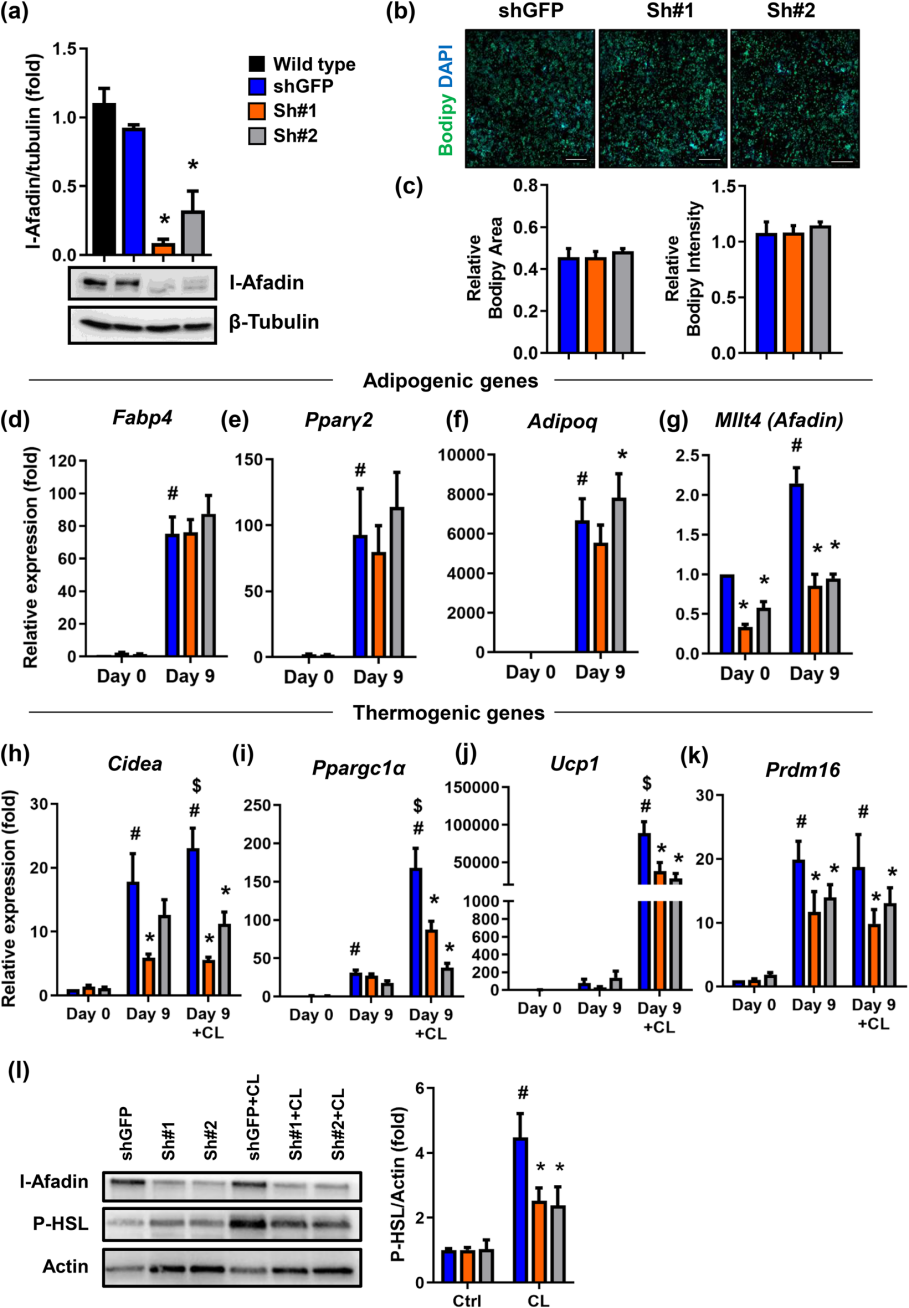
Afadin regulates expression of thermogenic genes in vitro. (**a**) Two stable *Mllt4* shRNA-expressing preadipocyte cell-lines (sh#1 and sh#2) and a GFP shRNA-expressing control preadipocyte cell line (shGFP) were established and knockdown of Afadin confirmed at the protein level. Representative blots are shown. (**b**+**c**) Quantification of Bodipy-staining in differentiated cells. RT-qPCR analysis at day 0 and 9 of differentiation of (**d**) *Fabp4* mRNA, (**e**) *Pparγ2* mRNA, (**f**) *Adipoq* mRNA and (**g**) *Mllt4* mRNA. Mature adipocytes were stimulated with vehicle or 5 μM CL 316,243 (CL) for 4 h. RT-qPCR analysis at day 0 and day 9 of differentiation with or without CL stimulation of (**h**) *Cidea* mRNA, (**i**) *Ppargc1α* mRNA, (**j**) *Ucp1* mRNA and (**k**) *Prdm16* mRNA. (**l**) Immunoblotting from mature adipocytes exposed to vehicle or CL 316,243 for 4 h. N = 3–4. Data are presented as means + SEM, *p < 0.05 vs. shGFP, ^#^p < 0.05 vs. Day 0, ^$^p < 0.05 vs. Day 9.

### Fat-specific loss of Afadin results in impaired cold tolerance

Given the Afadin requirement for the regulation of the expression of key thermogenic genes in vitro and the regulation of Afadin by cold exposure in vivo, we next addressed the contribution of Afadin in adaptation to cold. Fat-specific Afadin Knockout (FAKO) mice^13^ and control littermates previously acclimated at thermoneutrality (29 °C) were subjected to an acute cold challenge. As previously reported, Afadin protein levels were increased substantially in BAT from cold-exposed control animals; however this upregulation was reduced in FAKO mice (Fig. 3a, supplementary Fig. 2), indicating that at least part of this regulation occurs in mature adipocytes. Importantly, upregulation of Afadin abundance was not due to an increase in *Mllt4* mRNA (Fig. 3b), demonstrating that Afadin abundance is post-transcriptionally regulated in response to cold. Afadin phosphorylation was also increased in cold-exposed BAT, and paralleled the upregulation of Afadin protein (Fig. 3a+c). As compared to control littermates, FAKO mice had a reduced cold tolerance and, thus, were less capable of defending core body temperature (Fig. 3d). Consistent with our in vitro data, this was paralleled by a defective induction in *Ucp1* expression in cold-exposed BAT from FAKO mice, as compared to control animals (35% decrease, Fig. 3e). However, this defect was not observed at the protein level (Fig. 3a+f). Together, these data show that Afadin is necessary for cold-induced thermogenesis, via Ucp1 protein independent mechanisms.

**Figure 3:**
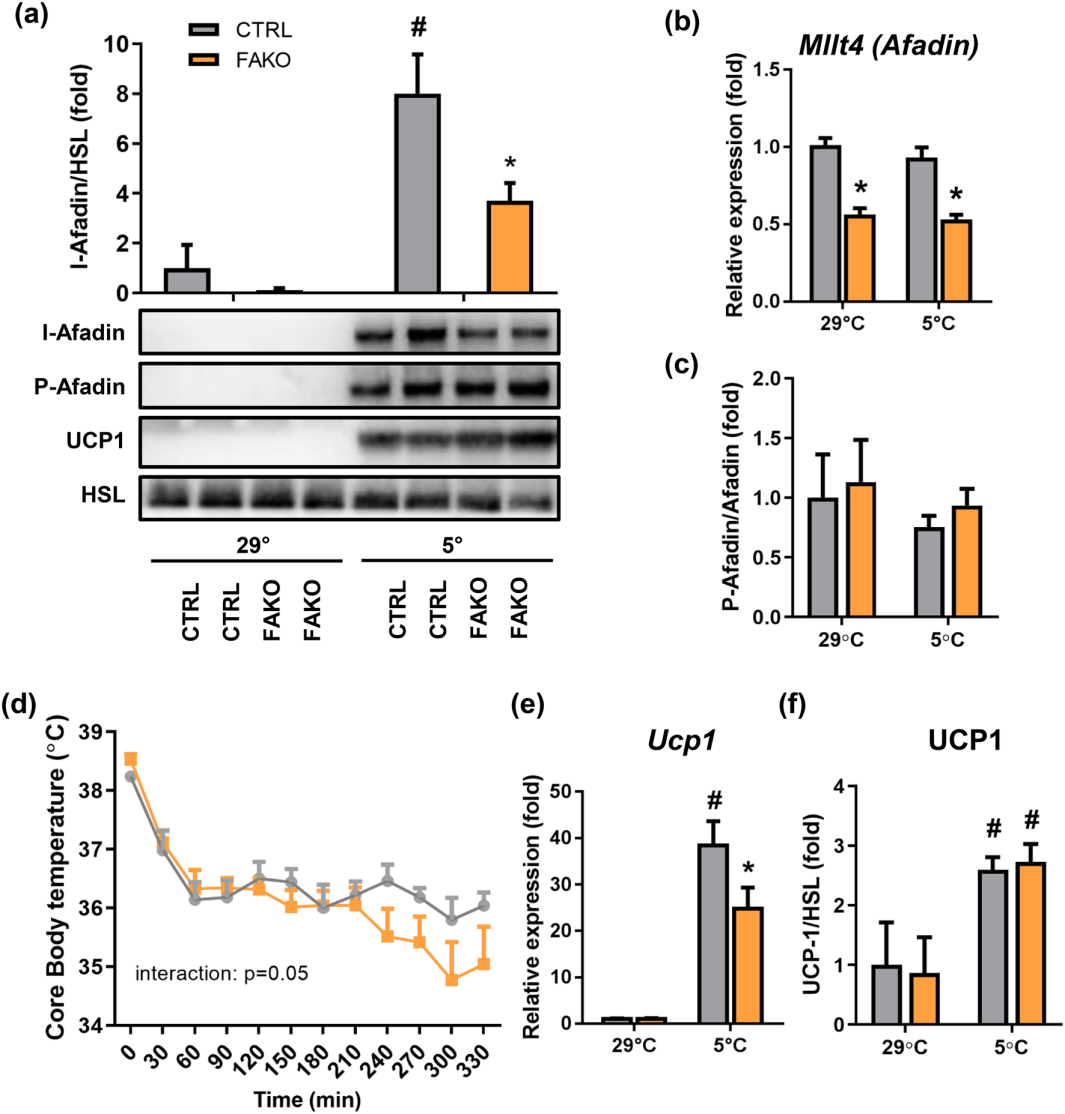
Afadin controls activation of the thermogenic program in vivo. (**a**) l-Afadin, P-Afadin (S1795), Ucp1 and HSL protein levels in fat-specific Afadin knock-out (FAKO) and control littermates (CTRL). Representative blots are shown. (**b**) RT-qPCR analysis of *Mllt4* mRNA levels in FAKO and control littermates. (**c**) Quantification of P-Afadin protein levels. (**d**) Rectal temperature measured every 30 min. (**e**) RT-qPCR analysis of *Ucp1* mRNA levels in FAKO and control littermates. (**f**) Quantification of Ucp1 protein levels. N = 5–7. Data are presented as means + SEM, *p < 0.05 vs. CTRL at 5 °C, #p < 0.05 vs. 29 °C.

### Transcriptional profiling of Afadin-ablated BAT reveals changes in regulation of metabolic pathways at thermoneutrality and in response to cold

To uncover the mechanisms underlying BAT dysfunction in FAKO mice, we compared the transcriptomic response of BAT from control and FAKO mice transitioning from thermoneutrality to a cold environment. 

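RNA-sequencing was carried out on BAT from 26 male mice in 4 groups. At thermoneutrality, 7 control mice and 7 mice labelled FAKO were used, and after 6 h at 5 °C, 5 control mice and 7 mice labelled FAKO, all following 2 weeks at thermoneutrality. The paper gives thermoneutrality as 29 °C and the sample labels give 30 °C. The paper's value is used here. The libraries were made from rRNA-depleted total RNA with strand information and read as 100-bp single ends. The authors aligned the reads to mm10 with STAR v2.5.2b and counted them per gene with featureCounts v1.5.2. They deposited the counts without normalization. Total counts per mouse ran from 12705969 to 18262061 (median 16910158) in control mice at 29 °C. They ran from 15794079 to 17631956 (median 16750654) in mice labelled FAKO at 29 °C. At 5 °C they ran from 16334772 to 25732258 (median 17684274) in control mice. They ran from 14639937 to 22123040 (median 17390807) in mice labelled FAKO. Of the 50686 genes listed, the 17286 kept by edgeR's filterByExpr were tested. The counts were scaled with TMM factors, which the paper's text does not name. A single quasi-likelihood model was fitted to the 4 groups, which share its estimate of the spread. Each SE of a log2 fold change is its size divided by the square root of its F statistic. All 73 pairs of mice from the same group differed by more than the sampling noise (lowest chi-square per gene 5.17). The highest, 236.5, was between control mice 3 and 7 at 29 °C.
Afdn, the gene that encodes Afadin (Mllt4 in the paper), is listed as ENSMUSG00000068036.14 and lies on chromosome 17 of mm10 from 13760539 to 13906150. In normalized counts (CPM), the 7 control mice at 29 °C had 194, 200.03, 199, 214, 207, 210.1 and 151. The 7 mice labelled FAKO at 29 °C had 206, 218, 177, 204, 231, 174 and 154. The 5 control mice at 5 °C had 67.9, 75.5, 71.2, 73.7 and 79.2. The 7 mice labelled FAKO at 5 °C had 65.3, 60.5, 57.9, 54.6, 56.6, 53.3 and 61.1. At 29 °C the log2 fold change of Afdn between mice labelled FAKO and control mice was -0.01 (SE 0.08, adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library size alone as the scaling it was 0.15, while the median of all genes moved from -0.02 to 0.13. At 5 °C it was -0.33 (SE 0.09, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 7 mice labelled FAKO at 5 °C were below all 5 control mice (exact two-sided permutation test of Afdn alone, p = 0.00126, the smallest that 7 mice against 5 allow). Because Afdn was not lower at 29 °C in the libraries labelled FAKO, the groups are named by their labels throughout. The counts cover all exons of Afdn in whole BAT, so they do not show whether the gene was deleted in adipocytes. At thermoneutrality the paper also measured Afadin protein (Supplementary Fig. 2) and Mllt4 by RT-qPCR. In Fig. 3b, read by eye, Mllt4 in FAKO mice was about 0.56 of control mice at 29 °C.

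**Figure D1:**
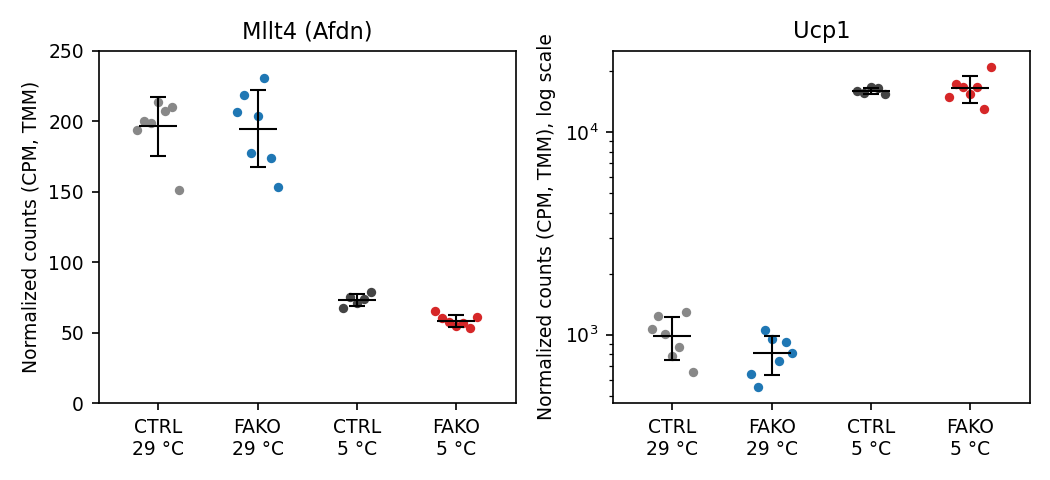
Normalized counts (CPM) of Mllt4 (Afdn) and, on a log scale, of Ucp1 in each mouse, with the mean and SD of each group (n = 7, 7, 5 and 7 mice). Afdn overlaps between the groups at 29 °C, and at 5 °C every mouse labelled FAKO, at 65.3 CPM or less, lies below every control mouse, at 67.9 CPM or more.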

BAT transcriptional profile was dramatically reprogrammed following cold challenge, independently of the genotype (Fig. 4a, Supplementary Fig. 3, Supplementary Table 1). 

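After 6 h at 5 °C, 5454 genes rose and 5779 fell in control mice at an FDR below 0.05, 64.98% of the genes tested. In mice labelled FAKO, 5825 rose and 6035 fell, or 68.6%. Among the other settings tried, keeping only genes with at least 10 counts in every mouse moved these totals the most. They were then 9013 and 9332 of only 12718 genes tested. A total of 13385 genes passed the threshold in control mice, in mice labelled FAKO or in both, and 12627 of them (94.3%) had the same sign in both genotypes. Of the 9708 genes past the threshold in both, 9666 changed in the same direction and 42 in opposite directions. Across all tested genes, the cold responses of the 2 genotypes had a Pearson r of 0.926 and a Spearman rho of 0.899. This describes the genes, which are not independent replicates. The SD across genes of the log2 fold changes was 1.08 for cold in either genotype, against 0.23 for mice labelled FAKO versus control mice at 29 °C and 0.31 at 5 °C.
Ucp1 (ENSMUSG00000031710.4, chromosome 8 of mm10 from 83290352 to 83298452) rose from 985 ± 234 CPM (SD, n = 7 mice) to 16005 ± 552 CPM (SD, n = 5) in control mice, a log2 fold change of 4.02 (SE 0.16, adjusted p = 5.85e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mice labelled FAKO it rose from 811 ± 179 CPM (SD, n = 7) to 16429 ± 2469 CPM (SD, n = 7), a log2 fold change of 4.34 (SE 0.16). The difference between these responses was 0.32 (SE 0.21, adjusted p = 0.470 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Afdn fell by 1.42 on the log2 scale in control mice and by 1.74 in mice labelled FAKO, and the difference of -0.32 had an adjusted p of 0.179 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tested alone in log2 CPM, Afdn had a difference of -0.31 (exact two-sided permutation test, p = 0.0335, not adjusted over genes).
Among the genes with the largest changes, Acot5 had 0 counts in all control mice at 29 °C and 116 to 271 counts at 5 °C. Slco1a1 had at most 2 counts at 29 °C and 423 to 1650 at 5 °C. Acot5 belongs to a family of similar genes, so that its counts carry an uncertainty from shared reads. Mfsd2a rose by 9.10 on the log2 scale in control mice (SE 0.57) and by 7.63 in mice labelled FAKO (SE 0.50). Elovl3 rose by 8.35 (SE 0.55) and 8.02 (SE 0.52). Gdf5 fell by 5.95 in control mice (SE 0.35) and by 6.02 in mice labelled FAKO (SE 0.32). Rab17 had 21 to 78 counts in control mice at 29 °C and at most 1 at 5 °C. Gm39038 and Gm8126 had no count in any control mouse at 5 °C.

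**Figure D2:**
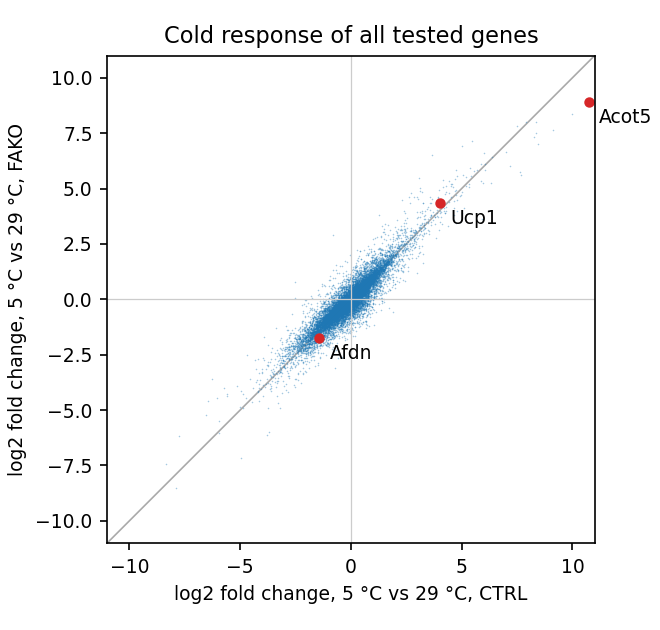
Log2 fold change of each of the 17286 tested genes between 5 °C and 29 °C in control mice (horizontal axis) and in mice labelled FAKO (vertical axis), with the line of equal change. Acot5, Ucp1 and Afdn are marked in red.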

Further, gene set enrichment analysis (GSEA) revealed significant up/down regulated KEGG terms between control and FAKO mice (Fig. 4b). 

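For KEGG terms the paper names and for related groups of genes, 22 lists were written by hand from gene symbols, not taken from the KEGG database. The counts below are over these lists, not over the paper's terms. The genes were ranked by the signed square root of the F statistic, because the paper's text does not name its ranking. Of the 21 lists with 10 to 500 tested genes, 12 were lower and 0 higher in mice labelled FAKO than in control mice at 29 °C at an FDR below 0.05 over the lists (fgsea, 13 lists at an unadjusted p below 0.05). At 5 °C, 16 were higher and 1 was lower. With camera, limma's test that allows for the correlation between genes, 0 lists passed at either temperature, and 4 lists had an unadjusted p below 0.05 at each. The 22 lists were also compared mouse by mouse, as the mean log2 CPM over a list's genes, with exact two-sided permutation tests. At 29 °C 3 lists had p below 0.05 and 0 after Benjamini-Hochberg adjustment (smallest adjusted p = 0.0812, exact permutation tests). At 5 °C 7 lists had p below 0.05 and 0 after the adjustment (smallest adjusted p = 0.0694, exact permutation tests).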

The most striking observation when comparing the annotated pathways at thermoneutrality between Afadin-depleted BAT and control BAT, was the general downregulation in pathways associated with metabolism such as “Glycolysis/Gluconeogenesis”, “Fatty acid metabolism”, “Carbon metabolism”, “Pyruvate metabolism”, “Non-alcoholic fatty liver disease (NAFLD)” and “Oxidative phosphorylation” (Fig. 5a). 

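At 29 °C the lists for 5 of these terms were lower in mice labelled FAKO, in libraries in which Afdn itself was not lower. The normalized enrichment score (NES) was -3.22 for oxidative phosphorylation (81 nuclear-encoded genes, 3 of them higher) and -2.76 for carbon metabolism (91 genes, 6 higher). It was -2.61 for pyruvate metabolism (33 genes, 3 higher), -2.46 for glycolysis/gluconeogenesis (47 genes, 6 higher) and -2.35 for fatty acid metabolism (53 genes, 10 higher). The adjusted p over the lists ran from 9.45e-27 for oxidative phosphorylation to 3.27e-07 for fatty acid metabolism (fgsea with Benjamini-Hochberg adjustment). The test is across genes, which are not independent replicates. The median log2 fold change was -0.12 for oxidative phosphorylation and -0.13 for pyruvate metabolism. Random lists matched on GC content, transcript length and expression had medians of -0.10 and -0.07, against -0.02 for all genes. A part of the lower values is thus shared by similar genes outside the lists, though at most 0.19% of the matched lists had a median as low. With library size alone as the scaling, which moves all genes up at 29 °C, 0 of the 21 lists passed the threshold and 1 had an unadjusted p below 0.05.
Mouse by mouse, pyruvate metabolism had a mean log2 CPM of 7.13 ± 0.07 (SD, n = 7) in mice labelled FAKO and 7.26 ± 0.09 (SD, n = 7) in control mice, with 7 of 7 mice labelled FAKO below the control mean (exact two-sided permutation test, p = 0.0105). Carbon metabolism differed by -0.10 (6 of 7 mice below the control mean, exact permutation p = 0.0629) and fatty acid metabolism by -0.09 (5 of 7 mice, exact permutation p = 0.136), differences of about the spread between mice. With library size alone these differences rose together with the median of all genes, and all 3 lists stayed below that median, at 0.0079, 0.05 and 0.06. With a score of unspliced RNA per mouse as a covariate, which separated the groups, 0 of the 5 lists were lower past the threshold. The NAFLD term was not analysed here.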

Yet, in response to cold, few pathways such as “Endocrine resistance” and “Notch signalling pathway” were downregulated in FAKO animals as compared to controls, whereas several pathways, including “Glycolysis/Gluconeogenesis”, “Retinol metabolism”, “PPAR signalling pathway” and “Cytokine-cytokine receptor interaction” were upregulated (Figs. 4b, 5b). Thus, in the absence of Afadin, the BAT transcriptomic profile was altered at thermoneutrality and inappropriately remodeled in response to cold, with opposite expression patterns of pathways supporting important metabolic and signaling functions.

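At 5 °C the Notch signaling list was lower in mice labelled FAKO (53 genes, 22 higher, NES -1.96, adjusted p = 0.000448, fgsea with Benjamini-Hochberg adjustment over the lists). The lists for glycolysis/gluconeogenesis (39 of 47 genes higher, NES 2.41) and retinol metabolism (21 of 24 genes, NES 2.10) were higher. So were those for PPAR signaling (45 of 65 genes, NES 1.94) and cytokine-cytokine receptor interaction (107 of 155 genes, NES 1.84). The adjusted p lay between 8.08e-09 and 8.17e-05 from the same test. In Reactome sets, the set matched to PPAR signaling was lower in place of higher (NES -1.66). Of the 6 other settings tried for each list, Notch signaling, retinol metabolism and the cytokine list no longer passed the threshold in 2 each. Glycolysis/gluconeogenesis and PPAR signaling no longer passed it in 1 each. With the mean log2 CPM per mouse, retinol metabolism was 3.43 ± 0.19 (SD, n = 7) in mice labelled FAKO and 3.17 ± 0.16 (SD, n = 5) in control mice. All 7 mice labelled FAKO lay above the control mean (exact two-sided permutation test, p = 0.0379, Benjamini-Hochberg adjusted p = 0.139 over the lists). With each mouse left out in turn, the unadjusted p was no longer below 0.05 in 8 of 12 cases (highest p = 0.106, exact two-sided permutation test). The term for endocrine resistance was not analysed here.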

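Whether the effect of the label differed between the temperatures was tested directly, as the difference of the cold responses between mice labelled FAKO and control mice. In mean log2 CPM per mouse, this difference was 0.30 for pyruvate metabolism (exact two-sided permutation test within each temperature, p = 0.00115, Benjamini-Hochberg adjusted p = 0.0126 over 22 lists). It was 0.24 for the citrate cycle (exact permutation p = 0.00255, adjusted 0.0187), 0.21 for carbon metabolism (exact permutation p = 0.00768, adjusted 0.0422) and 0.23 for the cytosolic ribosomal proteins (exact permutation p = 0.000394, adjusted 0.00868). The remaining lists did not pass the adjustment, among them oxidative phosphorylation (0.19, exact permutation p = 0.0294, adjusted 0.0923), glycolysis/gluconeogenesis (0.23, exact permutation p = 0.0393, adjusted 0.0959) and Notch signaling (-0.10, exact permutation p = 0.0226, adjusted 0.0829). The score of unspliced RNA differed in opposite ways, by 0.20 at 29 °C and -0.17 at 5 °C in mice labelled FAKO versus control mice. These list differences thus cannot be told apart from a difference between the libraries in unspliced RNA. With library size alone as the scaling, the median of all genes for the difference of the cold responses moved from 0.04 to -0.15. Ranked across genes, the difference of the cold responses, mice labelled FAKO minus control mice, was positive for 14 of the 21 lists and negative for 1 at an FDR below 0.05 (fgsea). Over the tested genes, 61.1% had opposite signs at 29 °C and 5 °C in mice labelled FAKO versus control mice, and the correlation across genes was weak (Pearson r = -0.144, Spearman rho = -0.270). The paper draws its conclusion from the pathways lower at thermoneutrality and from the few lower and several higher after cold. It concludes that without Afadin the transcriptome of BAT is changed at thermoneutrality and remodeled inappropriately by cold. It describes metabolic and signaling pathways as moving in opposite ways. In the libraries labelled FAKO behind these values, Afdn was not lower at 29 °C. At 5 °C Afdn was lower in each of these mice than in every control mouse. Over all genes, neither this difference nor that of the cold responses of Afdn passed the threshold in edgeR's quasi-likelihood test.

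**Figure D3:**
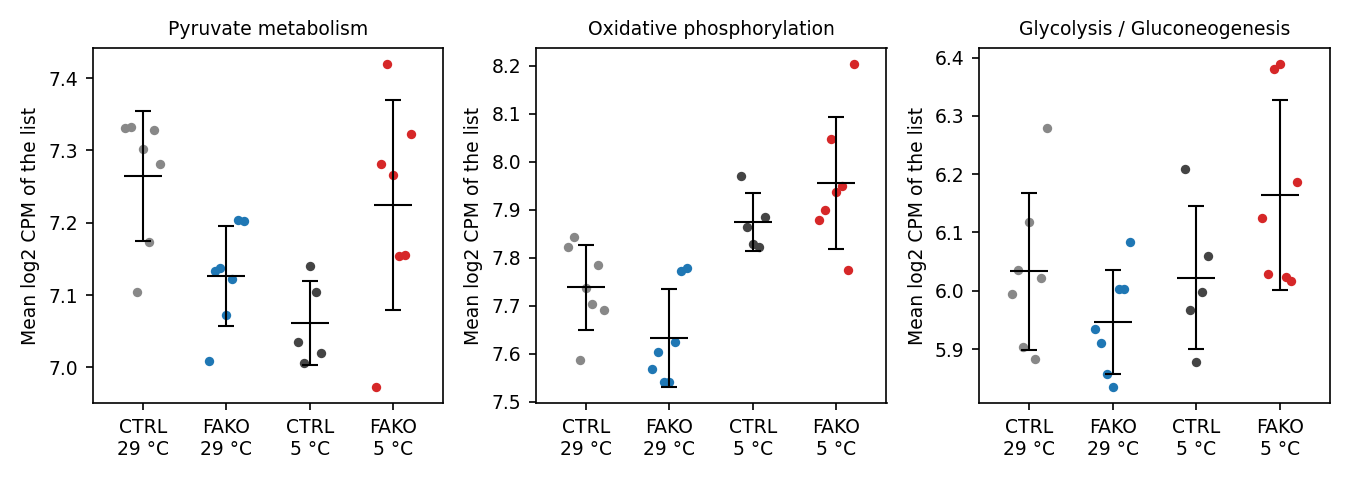
Mean log2 CPM per mouse over the lists for pyruvate metabolism, oxidative phosphorylation and glycolysis/gluconeogenesis, with the mean and SD of each group (n = 7, 7, 5 and 7 mice; the vertical axes do not start at 0). For pyruvate metabolism the 7 mice labelled FAKO at 29 °C lie below the control mean, and 6 of the 7 at 5 °C lie above it.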

**Figure 4:**
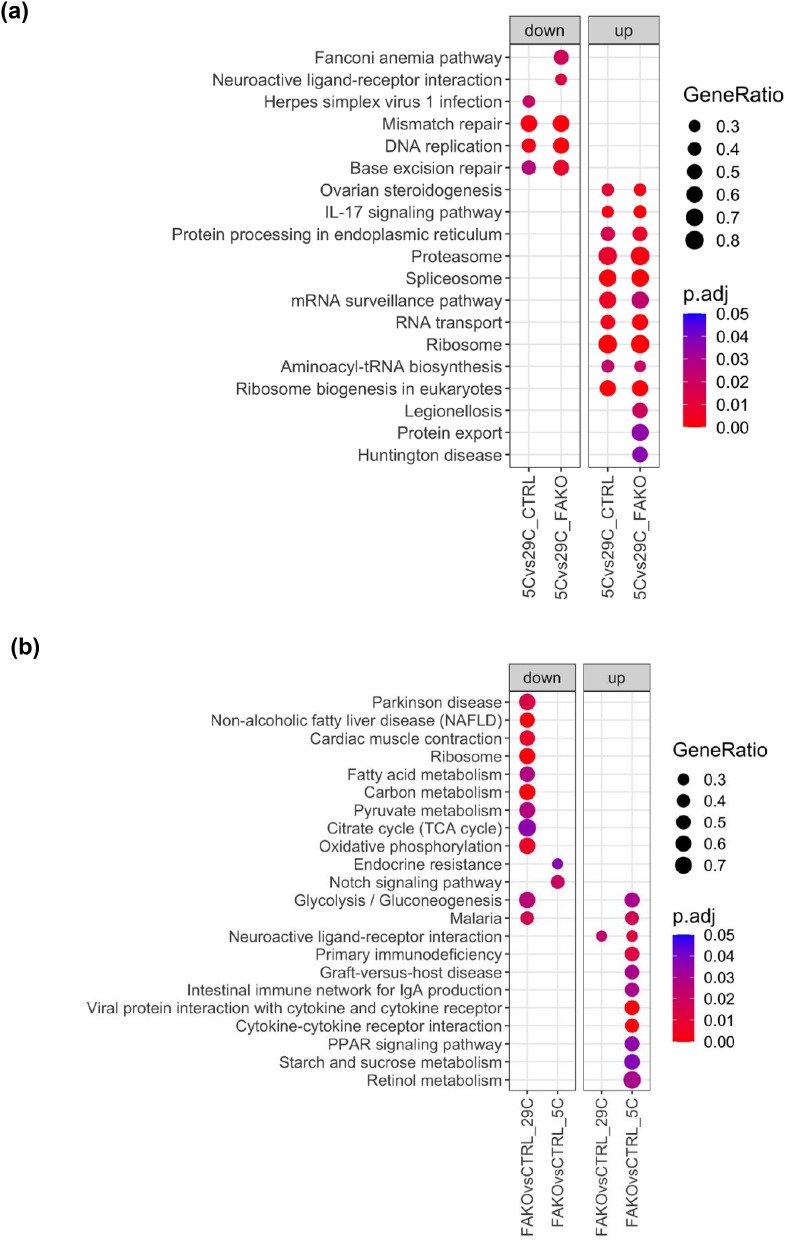
Afadin deletion leads to transcriptomic alterations in BAT at thermoneutrality and in response to cold. Male fat-specific Afadin knock-out (FAKO) and control littermates (CTRL) were housed at thermoneutrality (29 °C) for 2 weeks followed by 5 °C cold-exposure for 6 h and BAT was harvested and RNA-sequencing was performed. (**a**,**b**) Gene set enrichment analysis (GSEA) for each comparison. Top 10 significant up/down regulated KEGG terms containing at least 10 genes were plotted using gene ratio, regulated by temperature (**a**) and in between genotypes (**b**). Full list of enriched KEGG terms can be found in Supplementary Table 1.

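At 29 °C, 14 of 17286 genes differed between mice labelled FAKO and control mice at an FDR below 0.05, 10 higher and 4 lower. At 29 °C 1322 genes had an unadjusted p below 0.05. At 5 °C, 24 genes differed, 8 higher and 16 lower, and 2323 genes had an unadjusted p below 0.05. Among the other scalings, filters and tests tried on all mice, DESeq2's Wald test moved these counts the most, to 48 and 197 genes. Leaving out 1 mouse at a time gave 7 to 93 genes at 29 °C and 7 to 100 at 5 °C. The 93 genes (62 higher, 31 lower) came without control mouse 7, which is in the pair with the highest chi-square per gene. The 100 genes (62 higher, 38 lower) came without FAKO-labelled mouse 22. With a score of unspliced RNA per mouse as a covariate, which separated the groups, 2 genes passed at 29 °C and 2 at 5 °C. With library size alone as the scaling, under which the median of all genes is higher, all 34 genes past the threshold at 29 °C were higher. The largest difference was in Kng1 (ENSMUSG00000022875.17, chromosome 16 of mm10 from 23057865 to 23082078). It had at most 1 count in each control mouse and 148 to 229 counts at 29 °C and 123 to 389 at 5 °C in mice labelled FAKO. Gm11868 (ENSMUSG00000050550.7), a processed pseudogene that is 97.98% identical to Cyb5r4 over 1485 aligned bases, also differed. It had 0.18 ± 0.14 CPM (SD, n = 7) in control mice and 3.07 ± 0.31 CPM (SD, n = 7) in mice labelled FAKO at 29 °C. Its counts are uncertain because reads can be split between the copies. Kng1, Rfc4 and Eif4a2 lie within 200 kb of Adipoq, the gene the Adiponectin-Cre transgene is named after. Sh3bgrl2 was lower at 29 °C (log2 fold change -0.49, SE 0.07, adjusted p = 0.000982, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sbds (-0.24, SE 0.05) and Necap1 (-0.23, SE 0.05) were lower by less, and Gm38315 was higher (1.14, SE 0.23). These 3 genes no longer passed the threshold in 13, 12 and 9 of the 14 fits that each left out 1 mouse. At 5 °C Rfc4 was higher (0.73, SE 0.09, adjusted p = 0.000122, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas Neat1 (-0.99, SE 0.19, adjusted p = 0.0206, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Gm43984 (-1.09, SE 0.21) and Gm20682 (-1.08, SE 0.22) were lower. Neat1 stayed past the threshold in 8, Gm43984 in 5 and Gm20682 in 3 of the 12 fits that each left out 1 mouse. Of the 7 genes past the threshold at both temperatures, 4 had the same sign (Kng1, Gm11868, Rfc4 and Eif4a2) and 3 had opposite signs (Ino80d, Zfp871 and Gm37474). The genes Eif4a2, Ino80d, Zfp871 and Gm37474 are named after their values were seen.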

**Figure 5:**
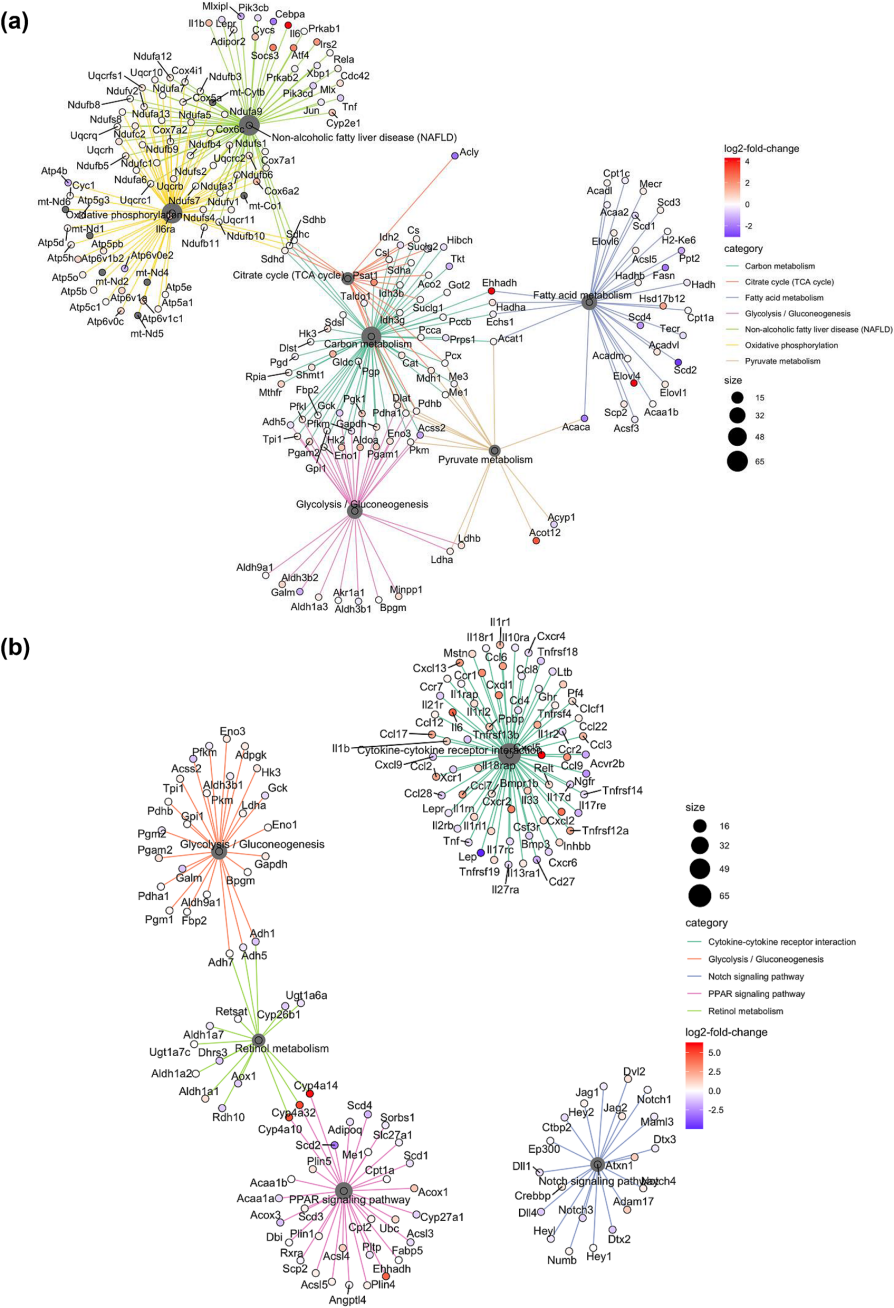
Afadin deletion modulates the transcriptomic profile within specific pathways regulating BAT function. (**a**,**b**) KEGG term—gene interaction plot depicting the linkages of genes and biological concepts (KEGG terms) as a network. Log2 fold changes (FAKO vs CTRL) of gene expression within selected enrichments at 29 °C (**a**) or at 5 °C (**b**).

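The fold changes of the genes drawn in these networks were computed between mice labelled FAKO and control mice at the temperature of each panel. In the network at 29 °C, all 58 tested genes drawn for carbon metabolism, 30 for glycolysis/gluconeogenesis, 30 for fatty acid metabolism, 15 for pyruvate metabolism and 48 for oxidative phosphorylation were lower in mice labelled FAKO. They had median log2 fold changes of -0.15, -0.17, -0.14, -0.18 and -0.14. None of them had an adjusted p below 0.05 over all tested genes, and 17, 10, 4, 7 and 20 had an unadjusted p below 0.05 (edgeR's quasi-likelihood test). In the network at 5 °C, the 65 genes drawn for cytokine-cytokine receptor interaction, 25 for glycolysis/gluconeogenesis, 32 for PPAR signaling and 16 for retinol metabolism were all higher, with medians of 0.46, 0.28, 0.29 and 0.38. The 20 genes drawn for Notch signaling were all lower, with a median of -0.22. None of these had an adjusted p below 0.05, and 22, 17, 13, 5 and 8 had an unadjusted p below 0.05 in that order. Adjusted over the 141 tested genes drawn at 29 °C alone, 0 passed the threshold and 38 had an unadjusted p below 0.05, and over the 152 drawn at 5 °C alone 33 passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes drawn in such a network are those that gave a term its score, so that a shared sign among them follows from how they were chosen.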

## Discussion

Non-shivering thermogenesis is a key feature of BAT allowing heat production at the expense of lipid and glucose utilization^4^. In the present study, we show that the abundance and phosphorylation of the scaffold protein Afadin is induced by cold in BAT, and it is required for adequate adaptation to acute cold exposure.

Afadin was originally described as an adherens junction-associated protein^17^, however we have recently shown that Afadin functions as a negative regulator of insulin signalling in adipocytes and adipose tissue via insulin-mediated phosphorylation of Afadin at S1795^13^. Here, we show that Afadin is also regulated by cold exposure via phosphorylation, suggesting an important role for Afadin in cold adaptation. Increased phosphorylation of Afadin at S1795 may occur in response to activation of the insulin signalling pathway via cold-induced lipolysis^10^, through Akt, an essential component of the BAT response to cold^18^; or via S6 kinase 1, downstream of mTORC1, as recently demonstrated^19^. Notably, we demonstrate that the rapid induction in Afadin protein happens in a posttranscriptional manner, and may be due to increased protein stability, as suggested by reduced stability of a non-phosphorylatable Afadin mutant (S1795A) in brown adipocytes, and in accordance with previous studies indicating that S1795 phosphorylation increases Afadin half-life^20^. However, insulin- and refeeding-stimulated phosphorylation of Afadin in adipose depots were not accompanied with increased protein abundance, suggesting that additional mechanisms induced upon cold exposure, possibly acting in conjunction with phosphorylation at S1795, are necessary to increase protein abundance, and warrant further investigation. Lastly, the possibility that cold exposure results in increased abundance of Afadin via independent mechanisms, allowing Afadin to be more abundantly phosphorylated, cannot be excluded. Also, BAT is a highly plastic organ displaying pronounced cellular remodeling and structural changes upon temperature changes^21^, which may be responsible for the increased Afadin content in BAT after prolonged cold exposure. Both Afadin abundance and insulin-induced phosphorylation at S1795 were reduced in BAT from obese mice^13^. Thus, it would be interesting to study whether obesity similarly interferes with the cold-regulation of Afadin.

In turn, we found that Afadin is involved in the thermogenic response in brown adipocytes. Indeed, Afadin repression impaired the beta adrenergic response and reduced induction of thermogenic genes including *Ucp1 *in vitro, and weakened the cold-induction of *Ucp1* mRNA in vivo. Thus, Afadin modulates β_3_-activation in a cell-autonomous manner in the mature brown adipocyte. Despite clear effects on *Ucp1* mRNA, Ucp1 protein was not affected by Afadin ablation, suggesting that the inability to maintain body temperature during cold exposure, at least at this time point, is not due to defective Ucp1 upregulation. On the other hand, our transcriptional analysis revealed significant dysregulation of several metabolic pathways including *glycolysis/gluconeogenesis* and *oxidative phosphorylation* in BAT from FAKO mice at thermoneutrality. 

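For the 2 pathways named here, the difference at thermoneutrality was also measured mouse by mouse. The mean log2 CPM over the glycolysis/gluconeogenesis genes was 5.95 ± 0.09 (SD, n = 7) in mice labelled FAKO and 6.03 ± 0.13 (SD, n = 7) in control mice, a difference of -0.09 with 6 of 7 mice labelled FAKO below the control mean (exact two-sided permutation test, p = 0.185, Benjamini-Hochberg adjusted p = 0.397 over 22 lists). Over the nuclear-encoded oxidative phosphorylation genes it was 7.63 ± 0.10 (SD, n = 7) in mice labelled FAKO and 7.74 ± 0.09 (SD, n = 7) in control mice, a difference of -0.11 with 5 of 7 mice below the control mean (exact two-sided permutation test, p = 0.0629, adjusted p = 0.218). These differences were within about 1 SD of the mice. With each mouse left out in turn, they ran from -0.11 to -0.05 and from -0.13 to -0.09. With library size alone as the scaling they were 0.06 and 0.04, a rise shared with the median of all genes, below which both stayed. The 8 tested mitochondrially encoded genes of the pathway differed by 0.22, the other way, against an SD of 0.44 and 0.63 (exact two-sided permutation test, p = 0.462).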

Collectively, these alterations are indicative of a defective BAT transcriptomic profile^22^, possibly preventing an adequate response of the tissue when the animals are challenged by cold and resulting in insufficient thermogenic response and inability to maintain normal body temperature. In addition, the transcriptional reprogramming occurring in BAT in response to cold was altered with Afadin ablation. 

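Gene by gene, the cold response differed between mice labelled FAKO and control mice for 200 genes at an FDR below 0.05, with a positive difference (mice labelled FAKO minus control mice) for 50 and a negative one for 150. In all, 2804 genes had an unadjusted p below 0.05. The count ranged from 27 genes, when every gene with at least 1 count was tested, to 488 with DESeq2's Wald test. The split by direction depended on the method. With DESeq2 242 differences were positive and 246 negative, whereas all 27 were negative. With library size alone, which moved the median of all genes to -0.15, 0 were positive. All 150 genes with a negative difference were higher than in control mice at 29 °C and lower at 5 °C, and 49 of the 50 with a positive one had the opposite signs. Opposite signs largely follow from choosing genes by this difference. Of the 200 genes, 8 were past the threshold at 29 °C and 17 at 5 °C in the comparison with control mice. The annotation lists 47 of the 150 genes with a negative difference as TEC, a class of provisional gene models that makes up 5.57% of the tested genes (two-sided Fisher's exact test, p = 1.51e-17). Among the genes with the largest differences, Gm20682 differed by -1.84 on the log2 scale (SE 0.31, adjusted p = 0.00472, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Gm37390 by -1.76 (SE 0.35) and Gm36933 by -1.73 (SE 0.30). The mean log2 CPM per mouse of 1032 other tested genes listed as TEC or sense intronic, taken as a score of unspliced RNA, separated the groups at each temperature. With this score as a covariate, none of the 200 genes passed the threshold, and 34 had an unadjusted p below 0.05 (edgeR's quasi-likelihood test). Of protein-coding genes, Pygl differed by 1.36 (SE 0.33, adjusted p = 0.0408, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Ufsp1 by 1.02 (SE 0.24) and Hist1h3f, 1 of a family of near-identical histone genes, by 0.91 (SE 0.22). Pygl, Ufsp1 and Hist1h3f kept an adjusted p below 0.05 in 7, 19 and 11 of the 26 fits that each left out 1 mouse (edgeR's quasi-likelihood test).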

In particular, dysregulation of *PPAR signalling pathway*, *glycolysis/gluconeogenesis* and *starch and sucrose metabolism* suggest an impaired metabolic response in BAT when Afadin fails to be upregulated. Moreover, downregulation of *Notch signaling pathway*, and upregulation of inflammation-related pathways suggest a tissue functional impairment or a compensational mechanism to cope with an inappropriate response. 

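In mean log2 CPM per mouse at 5 °C, PPAR signaling was 6.36 ± 0.14 (SD, n = 7) in mice labelled FAKO and 6.24 ± 0.14 (SD, n = 5) in control mice, with 6 of 7 mice above the control mean (exact two-sided permutation test, p = 0.150, Benjamini-Hochberg adjusted p = 0.275 over 22 lists). Glycolysis/gluconeogenesis was 6.16 ± 0.16 (SD, n = 7) and 6.02 ± 0.12 (SD, n = 5), with 6 of 7 mice above the control mean (exact two-sided permutation test, p = 0.145). Starch and sucrose metabolism was 5.87 ± 0.26 (SD, n = 7) and 5.73 ± 0.15 (SD, n = 5), with 4 of 7 mice above the control mean (exact two-sided permutation test, p = 0.289). These 3 differences were of about the size of the SD between mice. Ranked across genes, starch and sucrose metabolism was lower at 29 °C (21 genes, NES -1.97, adjusted p = 0.000914) and higher at 5 °C (NES 1.91, adjusted p = 0.00138) in mice labelled FAKO (fgsea with Benjamini-Hochberg adjustment).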

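At 5 °C the mean log2 CPM of the Notch signaling genes was 3.96 ± 0.04 (SD, n = 7) in mice labelled FAKO and 4.06 ± 0.04 (SD, n = 5) in control mice, a difference of -0.09 with 7 of 7 mice labelled FAKO below the control mean (exact two-sided permutation test, p = 0.00631, Benjamini-Hochberg adjusted p = 0.0694 over 22 lists). The cytokine-cytokine receptor interaction genes were at 1.98 ± 0.31 (SD, n = 7) and 1.86 ± 0.11 (SD, n = 5), with 5 of 7 mice above the control mean (exact two-sided permutation test, p = 0.419) and a difference smaller than the SD of the mice labelled FAKO. A score of lymphoid marker genes ran from -1.34 to 2.01 in mice labelled FAKO at 5 °C and from -1.17 to -0.88 in control mice. With it as a covariate the cytokine list had an NES of 1.17 (adjusted p = 0.214, fgsea with Benjamini-Hochberg adjustment). Without mouse 23, which had the score of 2.01, the list stayed higher (NES 1.75, adjusted p = 8.46e-05, fgsea). Without mouse 27, with a score of -0.04, it did not pass the threshold (NES 1.04, adjusted p = 0.432, fgsea). Il6, drawn in Fig. 5b, ran from 0.18 to 12.2 CPM in mice labelled FAKO, the highest in mouse 27, and from 0.36 to 1.46 CPM in control mice (exact two-sided permutation test, p = 0.760).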

While the detailed molecular mechanisms underlying Afadin regulation of transcriptional regulation of metabolic pathways remain to be determined, our results suggest that a reduced cellular response to β_3_-adrenergic stimulation contributes to impaired regulation of metabolic genes, including *Ucp1*. In addition, altered expression of key transcriptional regulators, such as Prdm16, may impede the priming of brown adipocytes, resulting in an inappropriate transcriptional response.

Importantly, BAT activation and adaptation to cold is a complex process where lipogenesis and lipid oxidation are concurring, at least in part via insulin signalling and PPAR signalling^18^, further highlighting the need for balancing both anabolic and catabolic activities. Further studies are needed to clarify the potential contribution of Afadin in adequately harmonizing these events. In addition, posttranscriptional defects not investigated in the current study may be responsible for BAT dysfunction in FAKO mice. Finally, since Afadin was also lacking in white adipose tissue (WAT) in our animal model, and that we previously reported a role for Afadin in the regulation of adipose insulin action^13^, a participation of WAT dysfunction in the dysregulation of whole-body energy balance cannot be ruled out.

Collectively, the present data identifies Afadin as an important regulator of BAT adaption to acute cold. In combination with our recent observation of Afadin being a negative regulator of insulin action^13^, this suggest that, in the brown adipocyte, Afadin functions as a nexus controlling both anabolic (insulin signalling) and catabolic (β_3_-signalling) responses to physiological stimuli.

## Materials and methods

### Reagents

Antibodies: Phospho-Afadin (#5485), Total β-Actin (#8457), Total β-Tubulin (#2128), Phospho-Akt (##9271) and Total Akt (##9272) were from Cell Signaling. Total l/s-Afadin (A0224) was from Sigma. Chemicals: Insulin, T3, IBMX, Dexamethasone, Indomethacin, puromycin, cycloheximide and CL 316,243 were from Sigma. DAPI was from Cell Signaling, and BODIPY 493/503 was from ThermoFisher. Oligonucleotides: Mouse primers (TAG Copenhagen and IDT) are listed in Table 1. MLLT4 MISSION shRNA TRCN0000090486 and TRCN0000090487 were from Sigma. shGFP construct was from GE Dharmacon.

**Table 1:** Primers for RT-qPCR.

Gene	Forward primer	Reverse primer
*Adipoq*	GGCAGGAAAGGAGAACCTGG	AGCCTTGTCCCTCTTGAAGAG
*Arbp*	TTTGGGCATCACCACGAAAA	GGACACCCTCCAGAAAGCGA
Cidea	ATCACAACTGGCCTGGTTACG	TACTACCCGGTGTCCATTTCT
*Fabp4*	GATGCCTTTGTGGGAACCT	CTGTCGTCTGCGGTGATTT
*Mllt4*	GGCCTTCTCAAGGGGATGAC	AAAGCTGGTCTCAGGCATGT
*Pparγ2*	TCAGCTCTGTGGACCTCTCC	ACCCTTGCATCCTTCACAAG
*Ppargc1α*	CCCTGCCATTGTTAAGACC	TGCTGCTGTTCCTGTTTTC
*Prdm16*	CAGCACGGTGAAGCCATTC	GCGTGCATCCGCTTGTG
*Ucp1*	CTGCCAGGACAGTACCCAAG	TCAGCTGTTCAAAGCACACA
*18 s*	AGTCCCTGCCCTTTGTACACA	GATCCGAGGGCCTCACTAAAC

### Animal models

All mice were on a C57BL/6 J background. Adiponectin-Cre mice were from the Jackson Laboratory (The Jackson Laboratory, Bar Harbor, ME; USA) and Mllt4^flox/flox^ mice were provided by Pr. Müller^23^. Mice were housed at the Department of Experimental Medicine, Faculty of Health Sciences, at the University of Copenhagen at 22 °C under daily 12 h light/dark cycles in ventilated racks, with free access to food and water, and cages changed every 2 weeks^13^. For cold exposure experiments, 12–16 weeks old mice were individually housed and placed into climate controlled rodent incubators (Memmert HPP750Life) at 29 °C to acclimate to thermoneutrality for 14–18 days. Cold-exposed mice were then moved to an incubator set to 5 °C with food and water ad libitum, until termination and dissection. All animal experiments were approved by the Danish Animal Experiments Inspectorate (permit number 2015-15-0201-00728), and performed in accordance with the guidelines and regulations of the Department of Experimental Medicine at the University of Copenhagen.

### Cell culture

The brown preadipocyte cell-line established by Pan et al.^24^ was a kind gift from Dr. Yong-Xu Wang. Cells were maintained in DMEM high glucose with 10% fetal bovine serum, 1% Penicillin and Streptomycin (complete media). DE cells were differentiated using the published protocol^25^ with the exception of 2% FBS; briefly, cells were grown to confluence in 20 nM insulin and 1 nM T3. Two days after confluence, cells were induced by adding 20 nM insulin, 1 nM T3, 0.5 mM IMBX, 0.5 μM Dexamethasone and 125 mM Indomethacin for 2 days. Cells were then switched back to 20 nM insulin and 1 nM T3 for 4 days with media change every other day. Cells were considered mature 8 days after induction and kept in complete media for 1 day before experiments. Mature adipocytes were stimulated with 5 μM CL-316,243 or vehicle for 4 h. For cycloheximide experiments, Afadin KO cells with re-expression of l-Afadin or S1795A Afadin^13^ were used. For Norepinephrine/Isoproterenol stimulation, WT-1 brown adipocytes^25^ (a kind gift from Dr. C. Ronald Kahn) were used. Mature adipocytes were used at day 9 and kept in complete media with or without insulin stimulation throughout the study period.

### Lentiviral-mediated knockdown

Stable shRNA-expressing cell-lines were established as previously described^26^. Infected cells were selected using Puromycin (2.5 μg/ml) for seven days. Selection pressure was kept using 1 μg/ml while passaging cells, but not during experimental setups.

### Immunoblotting

Immunoblotting was performed as previously described^13^. In brief, cells or tissues were lysed, proteins collected and denatured. Equal amounts of proteins were resolved by SDS-PAGE and transferred to PVDF membranes. Membranes were blocked in 5% BSA for one hour followed by incubation overnight with primary antibody in a TBST solution with 1% BSA.

### RNA extraction and qPCR analysis

RNA from cultured cells was extracted as previously described^13^, using the RNeasy kit (74106, Qiagen) and cDNA synthesized using the High Capacity cDNA Reverse Transcription kit (ThermoFisher) according to the manufacturer’s instructions. RNA from tissue was extracted using steel bead homogenization in Trizol (Invitrogen), as previously described^13^. Briefly, the aqueous phase was retrieved after chloroform extraction and mixed 1:1 with 70% ethanol. The samples were then transferred to RNeasy columns, RNA was purified according to the manufacturer’s instructions—including DNase treatment-, and cDNA was synthesized using the iScript kit (BIO-RAD). Real-time PCR was performed as previously described^13^, using either the 7900HT Real-Time PCR System (ThermoFisher) or the CFX384 Real-Time System according to the supplier’s manual (BIO-RAD). Each cDNA sample was analyzed in triplicates. Target gene expression was normalized to *Arbp* (cell-line experiments) or *18 s* (mouse experiments) mRNA. Primer sequences are described in Table 1.

### Bodipy staining

DE cells were plated and differentiated in 24-well-plates and were stained with BODIPY 493/503 and DAPI to assess lipid accumulation/content. Cells were fixated in 4% paraformaldehyde for 15 min at room temperature, washed twice in PBS and then stained with 10 μg/ml Bodipy 493/503 (lipid droplets) and 1 μg/ml DAPI (nuclear staining) for 15 min. Lastly, cells were washed and imaged with Zeiss Cell Observer microscope with a 10X objective. 9 randomly selected fields of view per well were imaged and all images were acquired with exact same settings. Analysis of the bodipy area and intensity and cells surface area was performed in ZEN software. The relative area/intensity was calculated by dividing the Bodipy area or intensity for the area occupied by the cells (cells surface area) in each field of view.

### RNA sequencing

Total RNA (600 ng) was depleted from rRNA by applying the Ribo-Zero Magnetic Gold Kit (Epicentre, WI, USA). The Agencourt RNAClean XP (Beckman Coulter, CA, USA) was used to purify the rRNA-depleted samples. Libraries were then prepared as described previously^27^, with the TruSeq Stranded Total Sample Prep Kit (Illumina, CA, USA). The quality of the libraries were controlled with a Bioanalyzer instrument (Agilent Technologies) and then subjected to 100-bp single-end sequencing on a NextSeq 500 system (Illumina). An average depth of 30 million reads per sample was obtained.

### Bioinformatic analysis

RNA-seq raw reads were aligned to mouse genome (mm10) using STAR v2.5.2b resulting ~ 23 M aligned reads on average. Gene coverages were calculated by featureCounts v1.5.2^28^ using GENCODE^29^ annotation release M13 with an average of 17 M assigned reads. 

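Over the 26 mice, the deposited counts sum to a mean of 17483800 per mouse (SD 2361940). On average 30.8% of a mouse's counts fell on mitochondrially encoded genes, with a range from 14.3% to 40.5%, and 21.2% fell on mt-Rnr2, a mitochondrial rRNA. The 10 genes with the most counts took 35.5% on average. No difference in the mt-Rnr2 share was detected between mice labelled FAKO and control mice at 29 °C (difference -2.71 percentage points, exact two-sided permutation test, p = 0.404). Nor was one detected at 5 °C (-0.15, exact two-sided permutation test, p = 0.948). At 29 °C control mouse 7 had 8.10% and the other control mice 22.7% to 28.5%, against 15.9% to 26.9% in mice labelled FAKO. The test at 29 °C thus depends on control mouse 7 and does not exclude a lower share in mice labelled FAKO.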

Genes with low expression were removed for differential expression analysis with filterByExpr which is a built-in edgeR function. Differentially expressed genes (DEGs) were computed using edgeR v3.22.0^30^ with the glmQLFit /glmQLFTest function using a model of the form *y ∼* *0* + *group*, where *group* represents the unique combinations of genotype and temperature of mice adipose tissue sample. Genes having a false discovery rate (FDR) below 0.05 were considered differentially expressed. Gene set enrichment analysis (GSEA) was performed using clusterProfiler v3.10.0^31^ with KEGG database using the same FDR threshold (FDR < 0.05)^32^. As several KEGG terms were significant across different contrasts, we have selected top 10 significant KEGG terms (sorted by gene ratio, which is defined as the number of present genes in our dataset divided by the number of genes registered in KEGG database for the given KEGG term) for both up and down-regulated terms while considering at least 10 genes should be present in our gene expression dataset. The RNA-seq data is publicly available on GEO database with the accession number: GSE147392.

### Statistics

All experiments use biological replicates, where N indicates the number of animals used, or the number of times the experiment was repeated. Data are presented as means + SEM and statistical tests were performed using the software GraphPad Prism. For comparisons between two groups, Student’s t-test was used, whereas comparisons between more than two groups statistical analysis was carried out by ANOVA followed by post-hoc multiple correction tests. Results were considered significant for P-values below 0.05.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The RNA-sequencing data are publicly available on GEO database with the accession number: GSE147392. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Cold-induction of afadin in brown fat supports its thermogenic capacity
**Source:** Sci Rep. 2021 May 7;11:9794. doi: 10.1038/s41598-021-89207-2

# Cold-Induction Of Afadin In Brown Fat Supports Its Thermogenic Capacity

Morten Lundh<sup>1,2</sup>, Ali Altıntaş<sup>1§</sup>, Marco Tozzi<sup>1§</sup>, Odile Fabre<sup>1</sup>, Tao Ma<sup>1</sup>, Farnaz Shamsi<sup>2</sup>, Zachary Gerhart-Hines<sup>1</sup>, Romain Barrès<sup>1</sup>, Yu-Hua Tseng<sup>2</sup>, Brice Emanuelli<sup>1\*</sup>

<sup>§</sup>These authors contributed equally

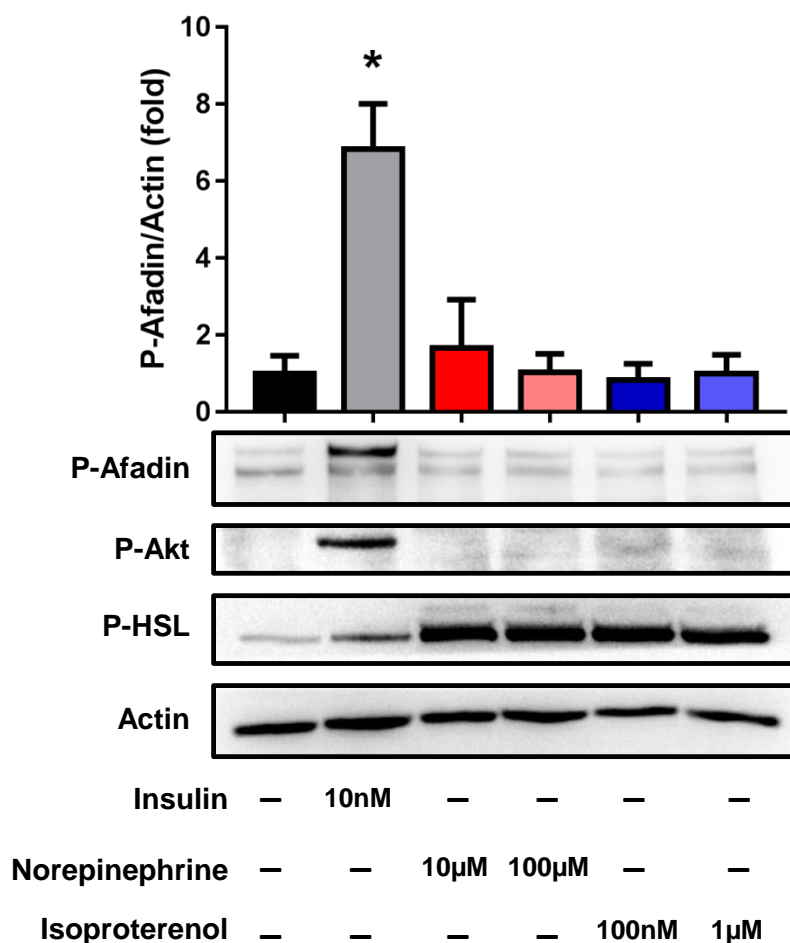

**Supplementary Figure 1: Norepinephrine and Isoproterenol stimulation do not induce S1795 phosphorylation of Afadin.** P-Afadin protein levels in mature adipocytes exposed to vehicle, insulin, norepinephrine or isoproterenol for 15 minutes. Representative blots are shown. N=4. Data are presented as means + SEM, \*p<0.05

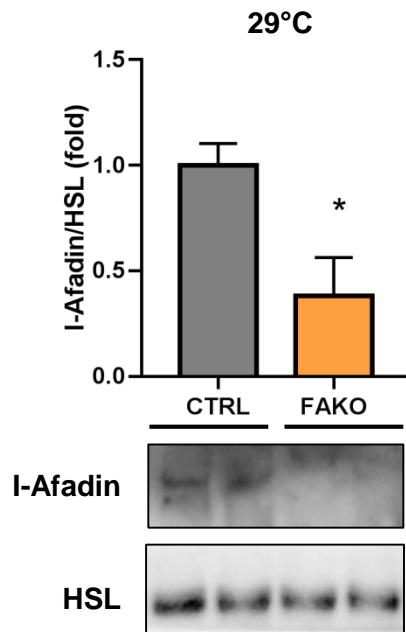

**Supplementary Figure 2: BAT Afadin abundance at thermoneutrality.** I-Afadin and HSL protein levels in fat-specific Afadin knock-out (FAKO) and control littermates (CTRL). Representative blots are shown. N=6. Data are presented as means + SEM, \* $p < 0.05$

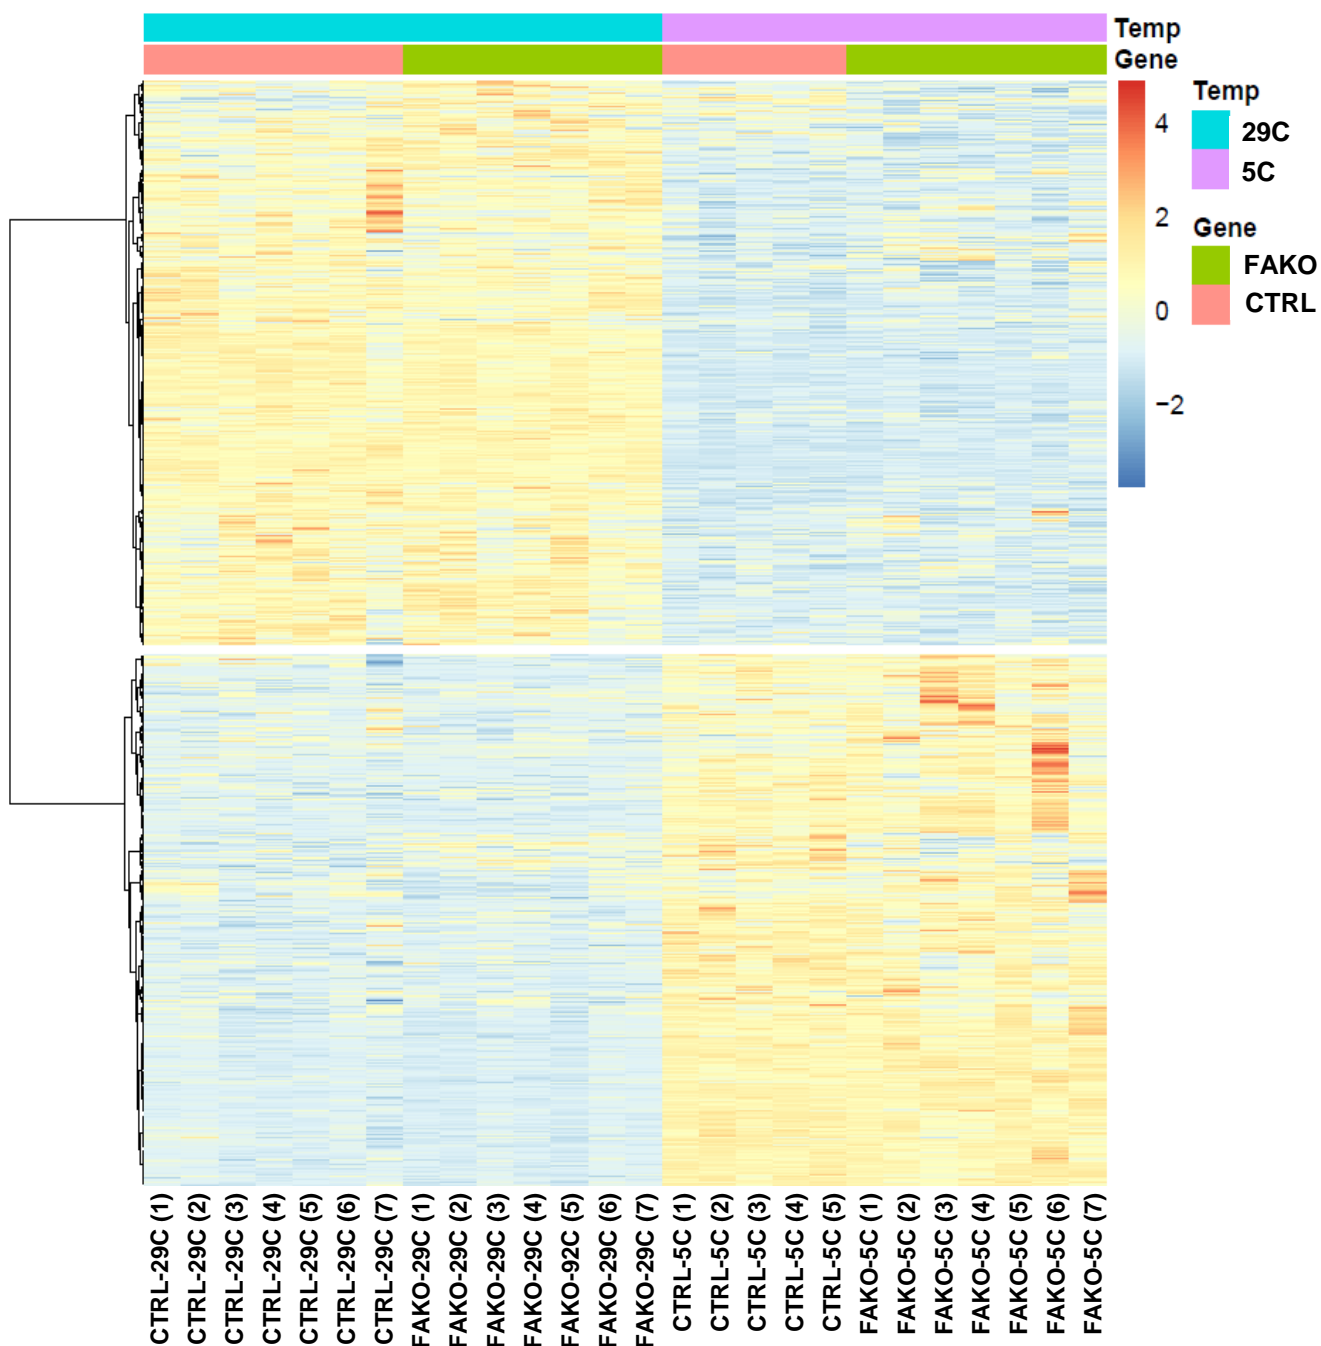

**Supplementary Figure 3: Afadin deletion modulates the transcriptomic profile in BAT at thermoneutrality and in response to cold.** Male fat-specific Afadin knock-out (FAKO) and control littermates (CTRL) were housed at thermoneutrality (29°C) for 2 weeks followed by 5°C cold-exposure for 6 hours and BAT was harvested and RNA-sequencing was performed. Heatmap showing hierarchical clustering of all differentially expressed genes. Z-scores are calculated for each gene. Hierarchical clustering was performed using “ward.D2” method using Pearson distance.

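The 13386 genes past an FDR of 0.05 in at least 1 of the 4 comparisons were clustered by mouse, after centring and scaling each gene, with Ward's method (ward.D2) on the distance 1 minus Pearson's r. Of these genes, 13385 passed the threshold for cold, so that a separation by temperature follows from their choice. Divided into 2 clusters, the mice separated by temperature, with all 14 mice at 29 °C in 1 cluster and all 12 mice at 5 °C in the other. Divided into 4, neither temperature separated by label: at 29 °C 1 cluster held 6 control mice and 5 labelled FAKO, and at 5 °C 1 held all 5 control mice and 4 labelled FAKO. In a principal component analysis of all tested genes, the first component held 58.9% of the variance and the second 13.6%.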

# Supplementary information

full-length blots used to  
generate the figures are  
provided here

Figure 1 (a)

P-Afadin  
(s1795)

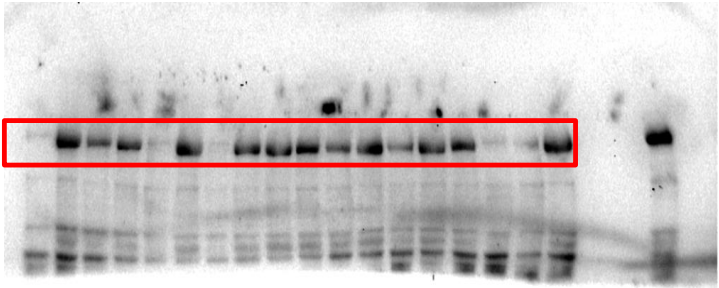

Afadin

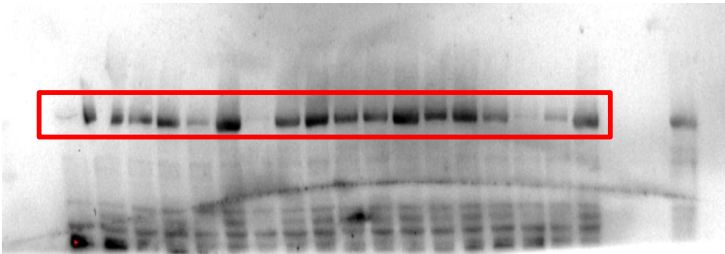

P-Akt  
(s473)

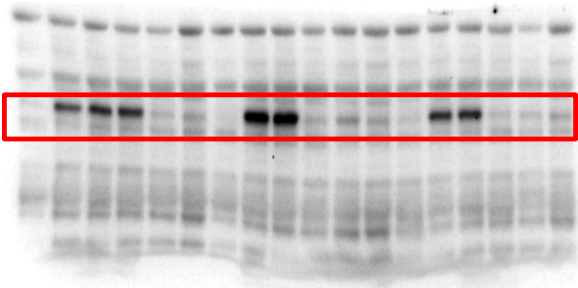

Akt

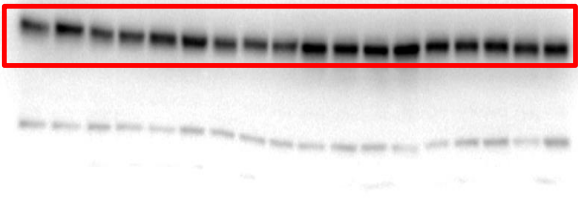

$\beta$ -Actin

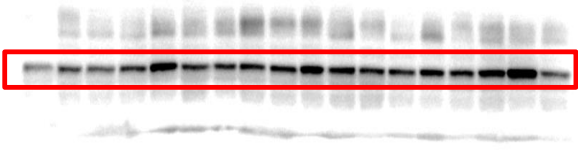

Figure 1(f)

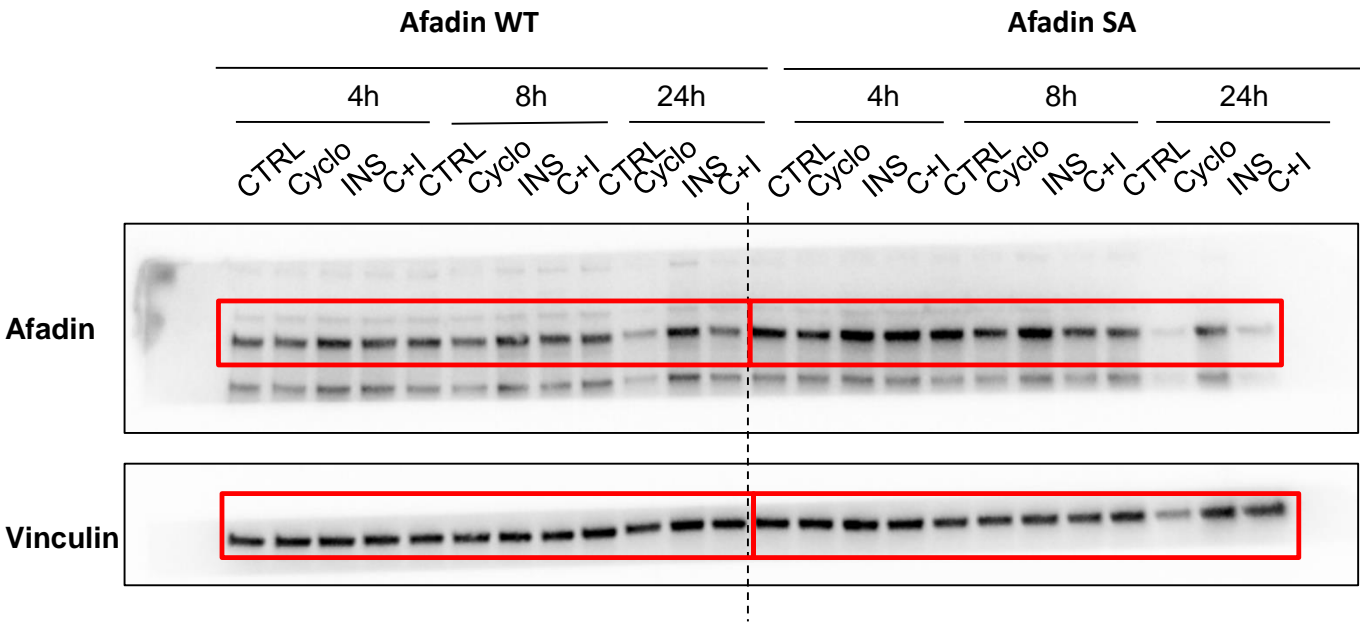

Figure 2(a)

Afadin

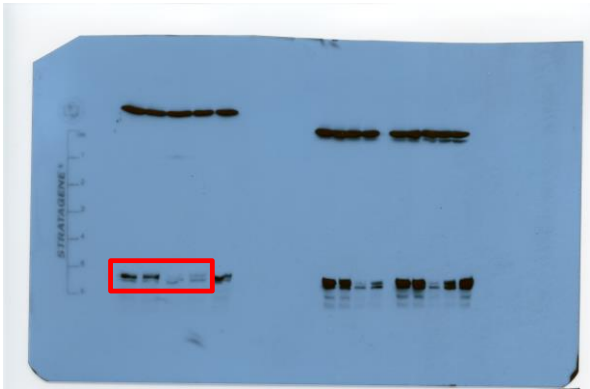

$\beta$ -tubulin

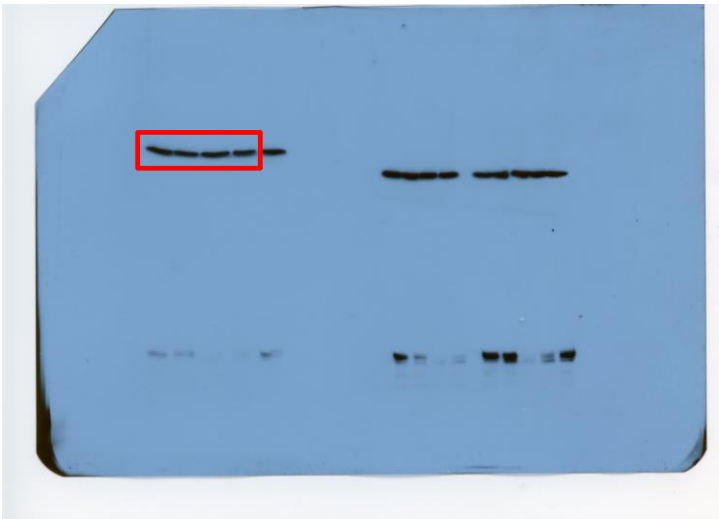

Figure 2(l)

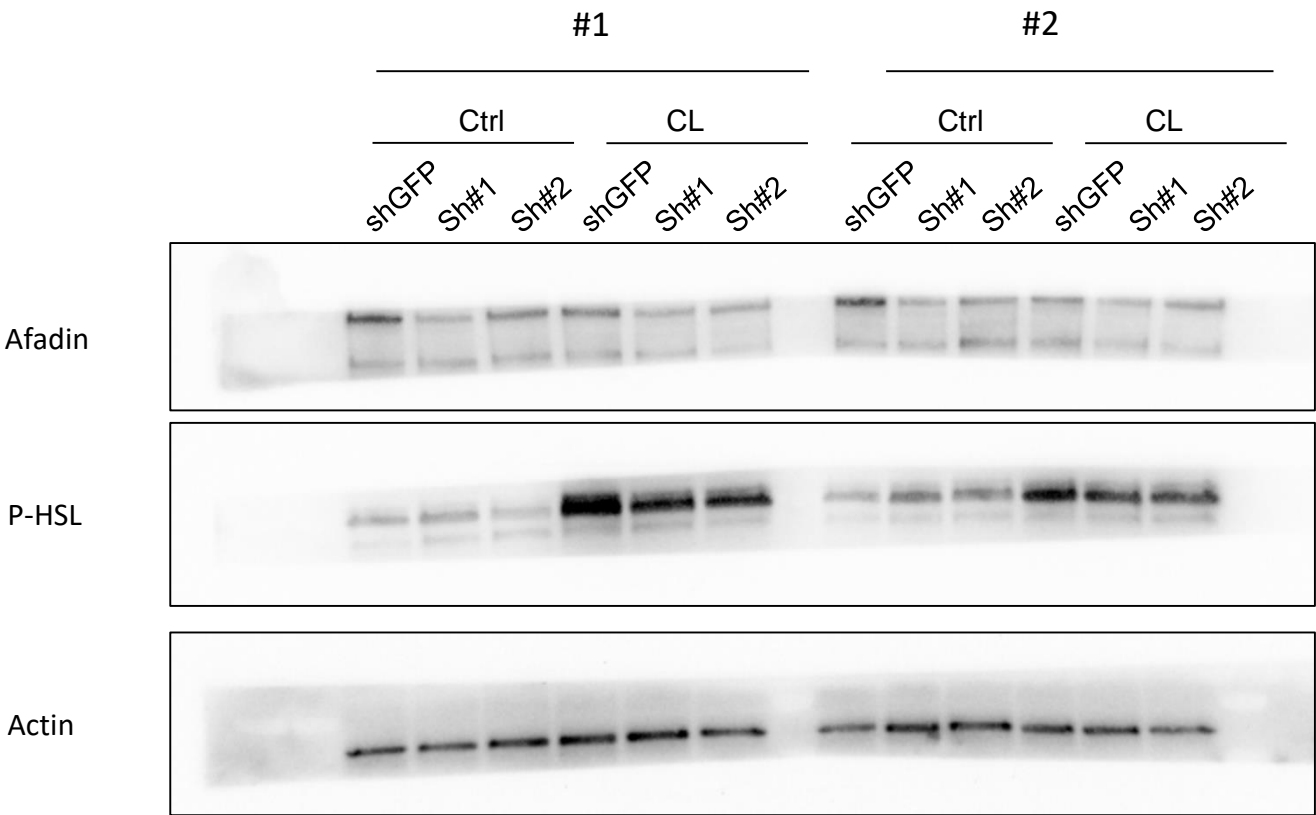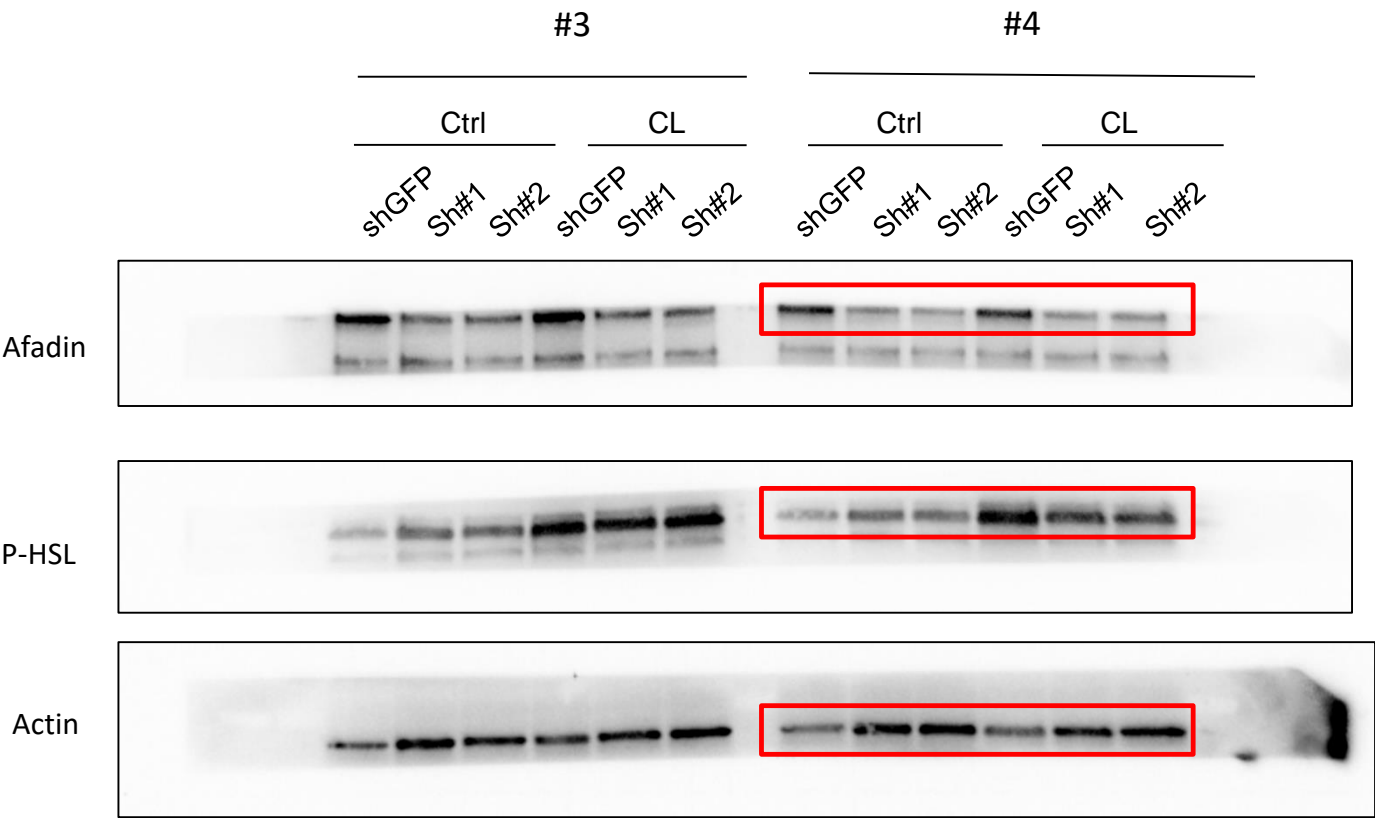

Figure 3(a)

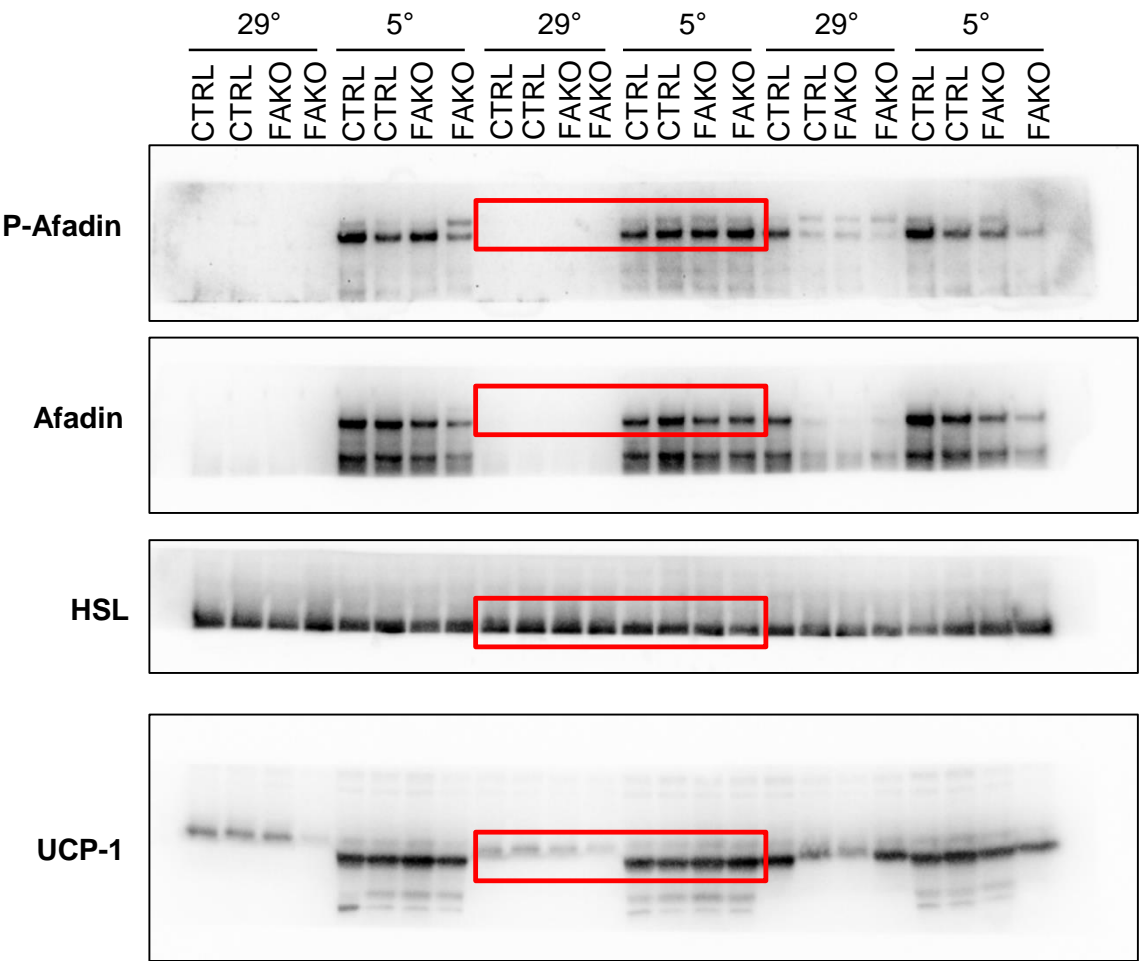

Supplementary Figure 1

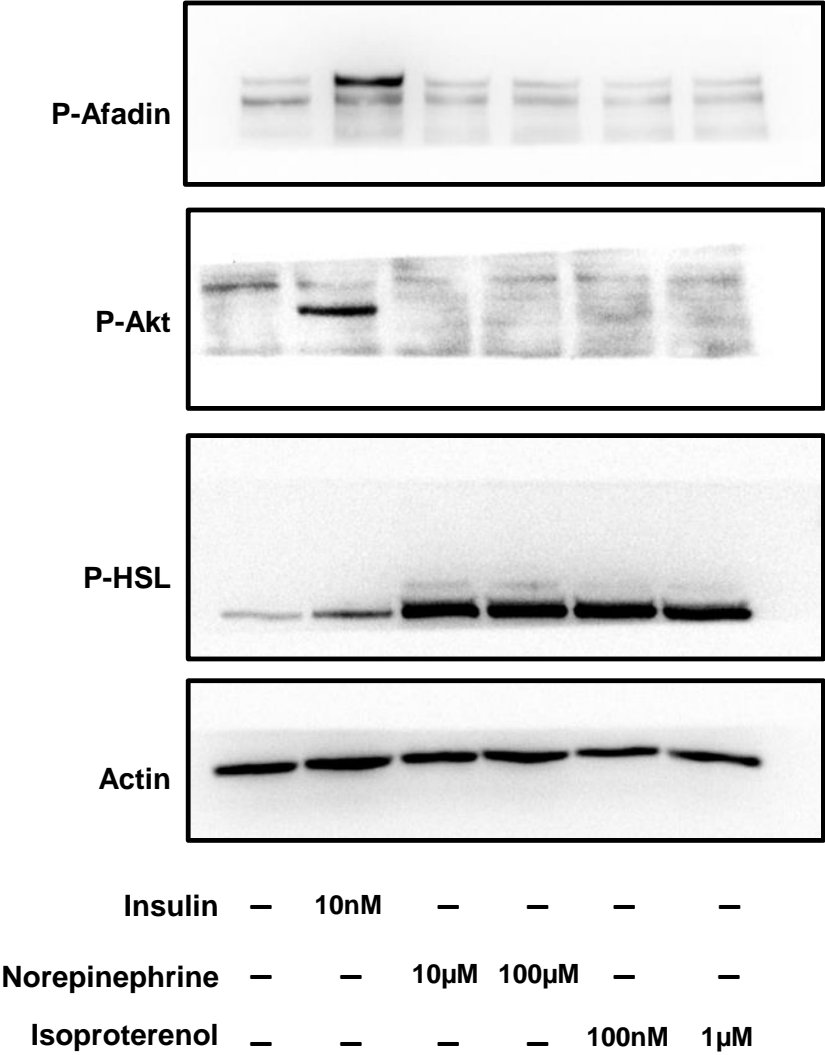

Supplementary Figure 2

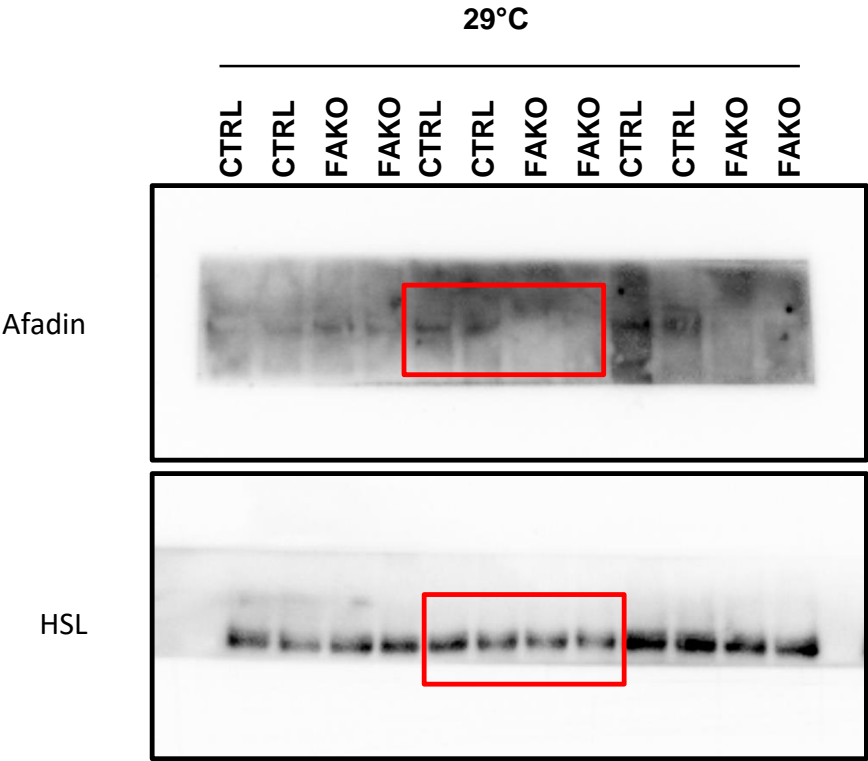

**Supplement:** Supplementary file 2 — Supplementary Information 2.

How the deposited data were processed for this re-analysis (not part of the article)

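The counts of 26 BAT libraries from 4 groups of male mice were used: 7 control mice and 7 mice labelled FAKO at 29 °C, and 5 control mice and 7 mice labelled FAKO after 6 h at 5 °C. The groups were taken from the sample labels. The authors aligned the reads to mm10 with STAR v2.5.2b and counted them per gene with featureCounts v1.5.2, and the deposited values are counts without normalization. All 26 columns were used. The alignment and counting were not repeated, and the reads were not used here.

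The list of genes holds 50686 entries, of which 50376 have a symbol in the annotation used here (GENCODE M21). Genes were kept with filterByExpr by group, which left 17286. The tests were run in R 4.3.3 with edgeR 4.0.16 in its legacy quasi-likelihood mode, the method of the authors' edgeR 3.22.0, with limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. The model had 1 term for each of the 4 groups, TMM factors were used, and the p-values of edgeR's quasi-likelihood test were adjusted by Benjamini-Hochberg with a threshold of 0.05. Cold was compared within each genotype, the label within each temperature, and the difference of the cold responses was tested as an interaction. Log2 CPM had a prior count of 2. The SE of a log2 fold change was worked back as its size divided by the square root of F, and is not a fitted standard error.

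The genes named are those the paper's text names, those drawn in clear colours in Fig. 5, and for each comparison the 3 with the largest positive and the 3 with the largest negative log2 fold change among those past the threshold, with a mean of at least 1 CPM and groups that do not overlap. Any other gene named was chosen after its values were seen. For gene set enrichment, 22 lists were written by hand for the paper's KEGG terms and related groups of genes, and the 21 with 10 to 500 tested genes were tested with fgsea, ranked by the square root of the F statistic with the sign of the fold change. For the ranking by size, the values without a sign were centred on their median. The membership of the KEGG terms may differ from the hand-written lists. The same lists were compared between mice by their mean log2 CPM with exact two-sided permutation tests, adjusted by Benjamini-Hochberg over the 22 lists.

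The library totals, the shares of mitochondrial counts and scores of marker genes were checked in each mouse. Intervals for shares cover counting error only. The steps were tested on simulated data with 200 changed genes of 16889 at a log2 fold change of 1, of which edgeR found 182 with 5 others at 29 °C and 135 with 2 others for the interaction, and DESeq2 found 186 with 16 others. Where nothing was changed, edgeR found 0 genes and fgsea found 1 of 21 lists, and 5.2% of the exact tests had a p below 0.05. The simulated genes were drawn independently, so this does not give the rate of false lists in the mice, where genes are correlated. Other splits of the real mice gave a median of 7 lists at 29 °C, 10 at 5 °C and 9 for the interaction (fgsea).

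The alternatives tried were DESeq2's Wald test, library size alone or upper-quartile factors as the scaling, no filter or at least 10 counts in every mouse, edgeR's revised quasi-likelihood method, robust empirical Bayes, a fit to only the groups compared, marker scores as covariates, other rankings and sets for the enrichment, and leaving out each mouse in turn.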

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

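The comparisons, the lists, the alternatives and the tests of other splits, lymph node tissue, skeletal muscle and the size of changes were chosen before the data were examined, and the tests of GC content, length and expression, unspliced RNA, mitochondrial rRNA, library size, the region of Adipoq, Cyb5r4, mislabelling and the second component were chosen only after the result was seen.

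Among 68 groups of values, 5 held a mouse far from the others of its group, where about 3.4 are due by chance. Control mouse 5 at 29 °C had the lowest total, 12705969 counts. Control mouse 7 at 29 °C had the lowest share of mt-Rnr2, 8.10% (95% Wilson interval 8.09% to 8.12%, which covers counting error only), together with the highest neutrophil score of its group (-0.75), the lowest Afdn (151 CPM) and the highest score of muscle markers (8.04). In FAKO-labelled mouse 23 at 5 °C the lymphoid score was 2.01. No biological explanation was tested for these mice, and leaving out each in turn is part of the alternatives.

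The lymphoid score may bear on the higher cytokine list at 5 °C. With the score as a covariate the list had an NES of 1.17 (adjusted p = 0.214, fgsea with Benjamini-Hochberg adjustment), and without mouse 23 it had an NES of 1.75 (adjusted p = 8.46e-05). Without mouse 27, whose lymphoid score was -0.04, the NES was 1.04 (adjusted p = 0.432). The list thus stayed higher without mouse 23, rested on mouse 27 and was not past the threshold with the covariate. It cannot be told apart from lymph node tissue in some samples. Mouse 27 also had the highest neutrophil score of the 26 mice (1.48), and whether neutrophils account for the list was not tested.

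The cold response of 200 genes differed between control mice and mice labelled FAKO, where 1 of 100 splits of the mice, the real one, gave as many. Mouse by mouse it differed for pyruvate metabolism by 0.30, for the citrate cycle by 0.24, for carbon metabolism by 0.21 and for the cytosolic ribosomal proteins by 0.23, in mean log2 CPM. A difference in the share of mitochondrial rRNA does not account for the genes, since 200 of them passed the threshold with the mt-Rnr2 share as a covariate, and 180 did with the library size. A score taken as a stand-in for unspliced RNA, the mean log2 CPM of 1032 genes listed as TEC or sense intronic outside the 200, was higher by 0.20 in mice labelled FAKO at 29 °C (exact two-sided permutation test, p = 0.000583) and changed by -0.17 at 5 °C (exact two-sided permutation test, p = 0.00126), each the smallest p that can be reached. With this score as a covariate 0 of the 200 genes passed the threshold, and 34 had an unadjusted p below 0.05. The score separates the groups fully, so the covariate removes the effect of the label together with that of unspliced RNA, and the pattern cannot be told apart from a difference between the libraries in unspliced RNA. No labels of preparation or sequencing batches were used here, and whole groups could share one. A response of the tissue itself was not separated from this.

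Higher in mice labelled FAKO at both temperatures, outside the genes the paper discusses, were Kng1 (at least 53.3-fold at 29 °C and at least 87.8-fold at 5 °C), Gm11868 (log2 fold changes of 4.05 and 3.80), Rfc4 (0.57 and 0.73) and Eif4a2 (0.40 and 0.56), and Kng2 was higher at 5 °C (0.72). Of these 4 genes higher at both, 3 lie within 200 kb of Adipoq, against 10 of 17286 tested genes (one-sided Fisher's exact test, p = 5.58e-10). A candidate explanation is DNA around Adipoq carried along with the Cre transgene. Extra copies in the transgene and flanking DNA of another strain were not separated. For Gm11868, reads of its parent gene Cyb5r4 were weighed: Cyb5r4 changed by -0.26 at 29 °C, so more Cyb5r4 reads do not account for it. Cyb5r4 fell by 3.78 CPM at 29 °C and by 6.57 CPM at 5 °C while Gm11868 rose by 2.89 and 3.81 CPM, and a shift of reads between the copies through a sequence difference is not excluded.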

How the results depend on the processing

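The number of genes that changed with cold stayed within 1.5 times its value under the alternatives tried. It ran from 9013 to 11855 genes in control mice and from 9332 to 13091 in mice labelled FAKO. At the lowest counts 12718 genes were tested, and at the highest 34761. Across the fits that each left out 1 mouse, it ran from 10876 to 11299 and from 11505 to 11884. Afdn and Ucp1 kept the direction of their cold responses and their side of the threshold in these fits. In control mice, Cidea and Pparg, not past the threshold for cold, passed it under 2 alternatives each, and Cidea also in 1 of the 12 fits that each left out 1 mouse. The results below changed, and the cause was not tested.

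With DESeq2's Wald test, 48 genes differed between mice labelled FAKO and control mice at 29 °C, 197 at 5 °C and 488 in the difference of the cold responses, of which 14 of the 14, 22 of the 24 and 190 of the 200 were shared. With library size alone the counts were 34 and 5, with every gene with at least 1 count 9, 15 and 27, with at least 10 counts in every mouse 45 at 5 °C, and with only the 2 groups compared 9 at 5 °C. Across the fits that each left out 1 mouse, the counts ran from 7 to 93 at 29 °C, from 7 to 100 at 5 °C and from 49 to 371 for the difference. The 93 and the 371 came without control mouse 7. Leaving out the mitochondrially encoded genes, chosen after seeing the data, gave 14, 23 and 191 genes.

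Scaling by library size alone moved the median of all genes to -0.14 for cold in control mice, -0.34 for cold in mice labelled FAKO, 0.13 at 29 °C and -0.15 for the difference. Upper-quartile factors moved it to -0.12 and -0.18 for cold. At 29 °C 71.4% of the genes past the threshold were higher, against 100.0% with library size alone, 92.9% with upper-quartile factors and 85.7% without the mitochondrially encoded genes. At 5 °C the share was 33.3%, against 80% with library size alone, 22.6% with upper-quartile factors and 57.9% with DESeq2. For the difference it was 25.0%, against 0% of 278 with library size alone, 9.89% with upper-quartile factors and 49.6% with DESeq2. For cold it was 48.6% and 49.1%, against 40.02% and 27.8% with library size alone and 41.9% and 38.9% with upper-quartile factors.

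Afdn at 29 °C reversed to 0.15 with library size alone, 0.021 with upper-quartile factors, 0.0039 with every gene with at least 1 count, 0.00196 with at least 10 counts in every mouse and 0.0052 with only the 2 groups compared, and ran from -0.048 to 0.056 with each mouse left out. At 5 °C it was -0.32 with DESeq2's Wald test (Benjamini-Hochberg adjusted p = 0.0478, where the alternatives ran from 0.0478 to 0.358). Ucp1 at 5 °C was -0.0033 with library size alone and ran from -0.031 to 0.087 with each mouse left out.

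Ranked by the size of the change, 7 and 8 lists passed the threshold for cold in control mice and in mice labelled FAKO, 6 at 29 °C and 6 at 5 °C. With camera the counts were 1, 0, 0 and 0, with 6, 4 and 4 at an unadjusted p below 0.05 where the count was 0. With only the genes drawn in Fig. 5 they were 0 of 9 (0 at an unadjusted p below 0.05), 2 of 9, 5 of 5 and 5 of 5. The last 2 counts are no independent test, because the figure draws genes from terms found enriched in these same mice. With library size alone 0 lists passed at 29 °C (1 at an unadjusted p below 0.05). At 5 °C 10 passed when ranked by log2 fold change and 10 of 17 in Reactome sets, where PPAR signaling reversed to an NES of -1.66. With each mouse left out, 11 to 12, 12 to 13, 11 to 14 and 14 to 18 lists passed. In mean log2 CPM at 29 °C, library size alone, which moved the median of all genes from -0.02 to 0.13, reversed glycolysis/gluconeogenesis to 0.061, fatty acid metabolism to 0.057, carbon metabolism to 0.045, pyruvate metabolism to 0.0079 and oxidative phosphorylation to 0.044, all below that median.

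Of 69 other results, 36 changed under at least 1 alternative, in 165 cases to weaker, 13 to stronger, 6 to reversed and 3 to moved of 1603. No paired analysis was possible because the mice are numbered from 1 to 28 and no number is shared between groups.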

Differences from the paper's values

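For Ucp1 the paper reports a decrease of 35% in mice labelled FAKO after cold, from RT-qPCR. In the counts the decrease was -2.65%, that is, a slight rise. The paper normalized its RT-qPCR of mouse tissue to a ribosomal RNA, whereas the counts come from rRNA-depleted libraries scaled with TMM factors. This holds for the values of Mllt4 and Ucp1 below as well, so the compared ratios rest on unlike bases. None of the alternatives set before the data were examined closed the gap.

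For Mllt4 the ratio of mice labelled FAKO to control mice at 29 °C is the paper's about 0.56 in Fig. 3b, read by eye, and 0.992 in the counts. The ratio of 5 °C to 29 °C in control mice is the paper's about 0.93 in Fig. 3b, read by eye, and 0.374 in the counts. None of the alternatives set before the data were examined closed either gap. The primers for Mllt4 amplify 77 bases across exons 4 and 5, while the counts cover all exons. At 5 °C the ratio of mice labelled FAKO to control mice is the paper's about 0.57 in Fig. 3b, read by eye, and 0.796 in the counts. Both are on the lower side.

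For Ucp1 the ratio of 5 °C to 29 °C in control mice is the paper's about 39 in Fig. 3e, read by eye, and 16.2 in the counts. None of the alternatives set before the data were examined closed the gap.

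The legend of Fig. 5 gives the colours as fold changes of FAKO against control mice. Of the 48 genes drawn in clear red or purple, 26 had the sign of their colour in mice labelled FAKO against control mice at the temperature of the panel, namely the 11 purple genes of Fig. 5a and the 15 red genes of Fig. 5b.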

Other observations

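The tests of the colours, of skeletal muscle and the size of changes at 29 °C, and of other splits were chosen before the result was seen, and the others below only after.

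Of the 48 genes drawn in clear red or purple in Fig. 5, 26 had the sign of their colour in mice labelled FAKO against control mice. In Fig. 5a these were 0 of 10 red and 11 of 11 purple genes, and in Fig. 5b 15 of 15 red and 0 of 12 purple genes. The clearly coloured genes of a panel thus all moved 1 way, so the 26 is set by how many genes have each colour and is not a test of its own. All 48 had the sign of their colour in the cold response of either genotype (two-sided Fisher's exact test, p = 3.23e-14). A candidate explanation is that the colours show the cold response.

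The metabolic lists lower at 29 °C may rest on something other than the label. With the muscle score as a covariate, 5 of the 5 lists were still lower. Ranked by the size of the change alone, the median percentile ran from 53.5 for fatty acid metabolism to 89.0 for oxidative phosphorylation. By size alone 4 of the 5 lists passed the threshold, and fatty acid metabolism did not (adjusted p = 0.532, fgsea with Benjamini-Hochberg adjustment). These percentiles do not separate the size of the changes from their direction. Of random lists matched on GC content, transcript length and expression, at most 0.19% had a median as low, and at most 0.1% had one as high as the lists at 5 °C. The matched lists were themselves shifted at 29 °C, with medians of -0.10 against -0.12 for oxidative phosphorylation, -0.06 against -0.11 for glycolysis/gluconeogenesis and -0.07 against -0.13 for pyruvate metabolism, where the median of all genes was -0.02. A part of the lower values at 29 °C is thus shared by genes of similar GC content, length and expression. At 5 °C the matched medians were 0.07 against 0.19 for glycolysis/gluconeogenesis, 0.06 against 0.12 for PPAR signaling and 0.04 against 0.20 for retinol metabolism. The median of all genes was 0.02 there, so a part of these higher values is shared as well. For the cytokine list the matched median was 0.02 against 0.16, close to that of all genes. With the score of unspliced RNA as a covariate 0 of the 5 lists were lower at 29 °C and 3 of the 4 were higher at 5 °C, past the threshold. Because the score separates the groups fully at both temperatures, this test decides neither for the lists at 29 °C nor for those at 5 °C.

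Other splits of the mice into groups of the same sizes, 100 in each comparison with the real one included, gave as many genes in 1 for cold in control mice, 1 for cold in mice labelled FAKO, 2 for the label at 29 °C and 9 for the label at 5 °C. They gave as many lists in 22, 38, 18 and 2. The number of genes at 5 °C and the number of lists in the other 3 comparisons are thus reached by 5% of splits or more.

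Afdn was not lower in mice labelled FAKO at 29 °C. Mislabelling at 29 °C was tested with Kng1, the gene with the largest difference at 5 °C, and 14 of 14 mice at 29 °C lay on the side of their label, as they did with Gm11868. Of 21 genes without overlap at 5 °C, 4 had no overlap in the same direction at 29 °C. An exchange of mice between the groups does not account for it. Kng1 lies near Adipoq and could follow the Cre transgene alone, so these 14 mice do not show which Mllt4 alleles each carried, and wrong genotypes at Mllt4 are not excluded. A deletion in adipocytes that counts over all exons in whole BAT do not show is not excluded either. No biological explanation was tested.

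The second principal component follows skeletal muscle: 14 of 14 muscle markers were among the 173 genes with the largest loadings (one-sided Fisher's exact test, p = 5.92e-29). A score of erythroid genes was higher by 0.86 in mice labelled FAKO at 5 °C (exact two-sided permutation test, p = 0.0101, Benjamini-Hochberg adjusted p = 0.0403 over 40 tests).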
